# Coordinated regulation of hepatic and adipose tissue transcriptomes by the oral administration of an amino acid mixture simulating the larval saliva of *Vespa* species

**DOI:** 10.1186/s12263-016-0534-2

**Published:** 2016-07-11

**Authors:** Fumika Shinozaki, Takashi Abe, Asuka Kamei, Yuki Watanabe, Akihito Yasuoka, Kosuke Shimada, Kaori Kondo, Soichi Arai, Kota Kumagai, Takashi Kondo, Keiko Abe

**Keywords:** Gene expression, Amino acid mixture, Liver, DNA microarray, Adipose tissue

## Abstract

**Background:**

VAAM is an amino acid mixture that simulates the composition of *Vespa* larval saliva. VAAM enhanced physical endurance of mice and have been used by athletes as a supplementary drink before exercise. However, there is no information on the effect of VAAM on the physiology of freely moving animals. The purpose of this study was to obtain information about the VAAM-dependent regulation of liver and adipose tissue transcriptomes.

**Results:**

Mice were orally fed a VAAM solution, an amino acid mixture mimicking casein hydrolysate (CAAM) or water under ad libitum feeding conditions for 5 days. Comparisons of the hepatic transcriptome between VAAM-, CAAM-, and water-treated groups revealed a VAAM-specific regulation of the metabolic pathway, i.e., the down-regulation of glycolysis and fatty acid oxidation and the up-regulation of polyunsaturated fatty acid synthesis and glucogenic amino acid utilization. Similar transcriptomic analyses of white and brown adipose tissues (WAT and BAT, respectively) indicated the up-regulation of phospholipid synthesis in WAT and the negative regulation of cellular processes in BAT. Because the coordinated regulation of tissue transcriptomes implied the presence of upstream signaling common to these tissues, we conducted an Ingenuity Pathways Analysis. This analysis showed that estrogenic and glucagon signals were activated in the liver and WAT and that beta-adrenergic signaling was activated in all three tissues.

**Conclusions:**

We found that VAAM ingestion had an effect on multiple tissue transcriptomes of freely moving mice. Utilization of glycogenic amino acids may have been activated in the liver. Fatty acid conversion into phospholipid, not to triacylglycerol, may have been stimulated in adipocytes contrasting that a little effect was observed in BAT. Analysis of upstream factors revealed that multiple hormonal signals were activated in the liver, WAT, and BAT. Our data provide some clues to understanding the role of VAAM in metabolic regulation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12263-016-0534-2) contains supplementary material, which is available to authorized users.

## Background

The amino acid composition of food has a large impact on the metabolic homeostasis of individuals, especially when they are supplied as a major nutrient. As clearly understandable by the polyribosome model of protein synthesis, a shortage of the first-limiting amino acids readily affects the supply of proteins as the source of enzymes and other tissue-constructing materials. In this regard, essential amino acids (EAAs) are critical for the growth of the animal owing to their inability to synthesize EAAs from an organic backbone and nitrogen donor. In addition, many amino acids possess organic acid moieties that can serve as substrates for energy production (glucogenic and ketogenic amino acids).

In addition to these nutritive functions of amino acids, some dietary amino acids play roles as extracellular signals. Branched chain amino acids (BCAAs) constitute approximately 50 % of dietary EAAs and are known to activate protein anabolism via the mammalian target of rapamycin (mTOR)-dependent pathway [1, 2]. Glycine, glutamate, phenylalanine, histidine, and tryptophan act as or are metabolized to neurotransmitters and thus are able to exert a modulatory effect on the nervous system [3]. Portions of gastrointestinal epithelial cells express l-amino acid-sensing taste receptors and stimulate gastrointestinal hormone secretion in response to phenylalanine, leucine, glutamate, and tryptophan administration [4, 5]. These non-nutritive functions are attributable to a small number of amino acids but not to their whole constituent amino acids.

We have investigated the regulatory role of an amino acid mixture that simulates *Vespa* species (VAAM) on motor performance in animals at the dosing condition of sub-nutritional level (0.38 % of total food-derived energy/day). VAAM consists of 17 amino acids, among which glycine, tryptophan, and proline are present at an approximately twofold higher molar ratio than diet-derived amino acids (Additional file 1: Table S1). We first searched the optimum condition of VAAM administration to achieve significant enhancement of exercise performance [6]. In one study, a preceding oral administration of VAAM at the dose of 0.67 g/kg body weight improved the swimming performance of mice; this improvement was not observed with an amino acid mixture simulating the amino acid composition of bovine casein (CAAM) [7]. In addition, VAAM can lower serum lactate levels and activate fatty acid release into mice sera and into the media of cultured rat adipocytes [6, 8]. VAAM solution, as a sport supplement drink, has been in product line since 1995 and consumed by many athletes. In the human studies, the preceding administration of VAAM at the dose of one eighth of our animal studies significantly lowered the respiratory quotient during the 60 min of cycling exercise [9], and the 12 weeks of VAAM administration at the same dose as above increased maximal oxygen uptake in the older women groups [10]. These results suggest that ingested VAAM may affect the metabolic state of multiple tissues, such as liver and adipose tissues, to facilitate energy supply to the locomotor system. However, there is no information on the effect of VAAM on the physiology of resting or freely moving animals. Here we present data indicating this type of regulation in multiple tissues at the gene transcriptional level.

## Results

### Characterization of genes regulated by VAAM administration in murine liver

Mice under freely feeding and freely moving conditions were treated with VAAM, CAAM, or water once per day for 5 days and euthanized at 4 h after the last administration (Additional file 2: Figure S1). The energy contribution of VAAM and CAAM was 0.38 % of total food-derived energy/day (Additional file 1: Table S1). The biochemical analysis of mice sera showed no difference in terms of carbohydrates and lipids among the groups (Additional file 3: Table S2). We conducted DNA microarray analysis to investigate the physiological effect of VAAM administration. 

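Liver RNA of 7 mice given water and 7 mice given VAAM was measured on 1 Affymetrix mouse genome array per mouse, 4 h after the last of 5 daily administrations of 37.5 μL per g of body weight. The authors summarized the arrays by the distribution free weighted method (DFW), and the deposited values are on a log scale that is taken here as log2, because the base is not stated. After this summary most probe sets hardly varied. The median SD over the 14 liver arrays was 1.06e-05, and 92 of 45037 probe sets had a range over 0.1. Differences are therefore given in units of the SD within groups, as the VAAM mean minus the water mean divided by the pooled SD, ± the standard error, and not as fold changes. Beside them stand the number of the 7 VAAM mice above the water median and a two-sided exact permutation p over all 3432 splits of the 14 mice. Each gene is represented by the probe set with the highest mean in the tissue. The tests over all probe sets were limma, with p adjusted by the Benjamini-Hochberg method, and the rank products method that the paper names, at a false discovery rate under 0.05. The number of arrays limits the precision: in simulated liver data limma found 58% of changes of 3 SD and 12% of changes of 2 SD. A limma count of 0 therefore leaves changes of 2 SD or less open. The arrays of the CAAM group were not analysed here.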

The differentially expressed genes (DEGs) were calculated by the statistic comparison between the water group and VAAM group or between the water group and CAAM group (see “Methods”). These DEGs were then set-theoretically subtracted or merged to extract DEGs specifically regulated by VAAM administration (Fig. 1). To elucidate the function of genes regulated by VAAM specifically, we applied GO analysis to the subset of the extracted genes. 

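Among the genes higher in the liver of the VAAM mice, those with the smallest unadjusted limma p were the anion channel gene *Lrrc8a* (+2.98 ± 0.809, exact p 0.000583), *Wdr44* (+3.22 ± 0.847, exact p 0.00117), *C630043F03Rik* (+2.82, exact p 0.00117), *Exoc5* (+2.91, exact p 0.00117), *Git2* (+2.70, exact p 0.00117) and the kinase gene *Sgk1* (+2.46 ± 0.734, exact p 0.00233). Among the lower genes these were *Kcnj9* (−3.41 ± 0.877, exact p 0.000583), *Zdhhc19* (−3.13, exact p 0.00117), the glutathione transferase gene *Gsta4* (−2.84 ± 0.789, exact p 0.00117), *Tmem9b* (−2.74, exact p 0.000583), *Abcb8* (−2.88, exact p 0.00117) and *Rab7b* (−2.71, exact p 0.000583). All 7 VAAM mice lay above the water median for each of the higher genes, and 0 of 7 for each of the lower ones. None of these genes passed limma over all probe sets. *Wdr44* turned negative after the arrays were quantile normalized again, and *Abcb8* turned positive as the mean of its probe sets. By limma, 0 probe sets were higher and 0 lower at an adjusted p under 0.05, with a smallest adjusted p of 0.148. At an unadjusted p under 0.05, 1878 were higher and 2218 lower, a split that quantile normalization moved to 310 higher and 3000 lower. A limma fit over the 42 arrays of the 3 tissues, which pools their spread, called 326 higher and 365 lower. The tissues differ in spread, so the counts of this fit, here and for WAT and BAT, do not test against the spread within 1 tissue. Rank products called 1223 probe sets of 813 genes higher, with *Lrrc8a* and *Sgk1* among them, and 647 probe sets of 450 genes lower, with *Gsta4* among them. With each probe set scaled to unit SD before ranking, 226 were called higher and 162 lower. In simulated liver arrays that had the spread of each probe set and no difference between the groups, rank products called 1770 probe sets on the deposited scale and 94 after the scaling. The 3' minus 5' difference of the *Gapdh* control was −0.13458 in the water group and −0.13454 in the VAAM group (exact permutation p 0.0262), and that of beta-actin 1.09192 and 1.09198 (p 0.272). In WAT the p values of the same controls were 0.584 and 0.586, and in BAT 0.698 and 0.981.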

The group specifically up-regulated by VAAM administration was composed of 446 genes, 217 down-regulated genes, and 45 plus 15 genes inversely correlated among VAAM and CAAM, as shown in a Venn diagram (Fig. 1a, b). The GO terms attributed to these probe sets clearly indicate that the genes related to lipid metabolism are significantly enriched in these subsets (Fig. 2). It is also notable that 45 + 15 genes, which were oppositely regulated by VAAM and CAAM, respectively (Fig. 1b), include eight genes (cytochrome P450, family 7, subfamily b, polypeptide 1 (*Cyp7b1*), hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 5 (*Hsd3b5*), phosphatidylcholine transfer protein (*Pctp*), sterol regulatory element binding transcription factor 1 (*Srebf1*), aldehyde dehydrogenase family 3, subfamily A2 (*Aldh3a2*), fatty acid binding protein 7, brain (*Fabp7*), 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1 (*Hmgcs1*), and retinol dehydrogenase 9 (*Rdh9*)) related to lipid metabolism; three genes (serine hydroxymethyltransferase 1 (soluble) (*Shmt*), solute carrier family 46, member 1 (*Slc46a1*), and thiopurine methyltransferase (*Tpmt*)) related to one-carbon metabolism; and one gene (pyruvate kinase liver and red blood cell (*Pklr*)) related to glycolysis (Additional file 4: Table S3).

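Of the 89 measured genes of Table S3, 82 differed in the direction the paper gives, and for all 89 at least 1 probe set was called in that direction by rank products. After *Lrrc8a*, the highest were *Cyb5r1* (+1.44 ± 0.61, exact p 0.0134) and *Fmo4* (+1.38 ± 0.604, exact p 0.0245), which both turned negative after quantile normalization. The lowest were *Hsd17b10* (−1.82 ± 0.651, exact p 0.00583) and *Fars2* (−1.65 ± 0.632, exact p 0.00291). By limma, 0 of the 89 genes passed over all probe sets and 1, *Lrrc8a* (adjusted p 0.00671), when adjusted over the list alone. The table was chosen on these samples, so these counts are not independent evidence. After quantile normalization, 32 of the 40 genes up in the paper were higher and 39 of the 49 genes down in the paper were lower, where 13332 of all 18193 genes were lower. Lists of lipid metabolism were fixed before the data were examined, but they share genes such as *Cyp4a12a* with the paper's figure. Counts over them are therefore not fully independent of the paper's calls on these samples. Of their 81 genes, 34 (42%) were called by rank products, against 6.2% of the other genes (odds ratio 11.04, Fisher's exact test p 4.23e-20). Among genes with an unadjusted limma p under 0.01 there were 3 of the 81 (odds ratio 1.8, Fisher's exact test p 0.242). Rank products on values scaled to unit SD called 0 of the 81 genes and 300 genes in all (Fisher's exact test p 0.646). The lipid genes varied more between mice than other genes: 61.7% of them, against 11.9% of the others, lay in the tenth of probe sets with the largest SD within groups.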

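Of these genes, *Aldh3a2* (−0.70 ± 0.553, exact p 0.212), *Rdh9* (−0.54 ± 0.546, exact p 0.323) and *Fabp7* (−0.23 ± 0.537, exact p 0.686) were called lower in the VAAM group by rank products. *Srebf1* (+0.50 ± 0.544, exact p 0.372), *Hsd3b5* (+0.19 ± 0.536, exact p 0.717) and *Slc46a1* (+0.28 ± 0.538, exact p 0.611) were called higher. *Tpmt* (+0.33, exact p 0.72) had 1 probe set called higher and 1 called lower, of 4. *Pctp* (+0.20, exact p 0.704) had 1 of 2 probe sets called higher, but its value turned negative after quantile normalization. In each of these genes the groups differed by less than 1 SD between mice, and none had an unadjusted limma p under 0.05. Only the VAAM and water groups are compared here.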

**Fig. 1:**
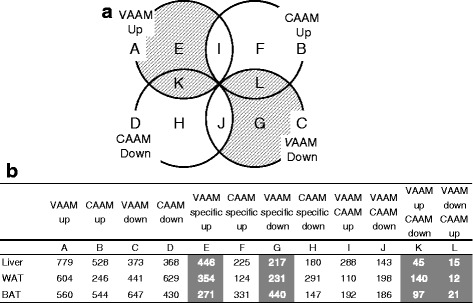
Effects of amino acid mixtures on tissue transcriptomes. **a** Number of genes regulated by VAAM and/or CAAM. VAAM Up or CAAM Up: up-regulated compared with the water group; VAAM Down or CAAM Down: down-regulated compared with the water group. **b** Number of regulated genes in the liver, WAT, and BAT

**Fig. 2:**
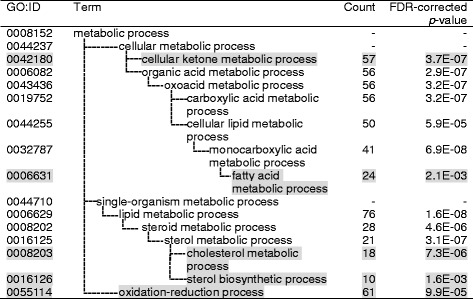
Gene ontology analysis of liver genes for which expression levels were affected by VAAM administration. 446 + 45 + 15 + 217 genes in Fig. 1b were used for analysis. GO terms located at the *bottom* of hierarchy are represented by *shaded text*

### Regulation of liver metabolism by VAAM

Mapping of the enriched genes to known metabolic pathways revealed a VAAM-specific regulation of lipid and amino acid metabolism, i.e., a down-regulation of beta- and omega-oxidation (Fig. 3a), the accumulation of middle chain fatty acid (Fig. 3b), the utilization of cholesterol stock for bile acid synthesis (Fig. 3c), and the utilization of glucogenic amino acids in the TCA cycle (Additional file 5: Table S4) (Fig. 3d). In particular, the oppositely regulated genes highlight the VAAM-specific effect on metabolic pathways; e.g., *Hmgcs1* and *Cyp7b1* in bile acid synthesis (Fig. 3a) and *Pklr* and *Shmt* in glucogenic amino acid utilization (Fig. 3d). 

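In fatty acid oxidation (Fig. 3a), the omega-hydroxylase gene *Cyp4a12a* (−1.50 ± 0.616, exact p 0.0122) was lower in the VAAM group, with 0 of 7 mice above the water median. *Cyp4a31* (−0.78, exact p 0.175), *Ehhadh* (−0.27, exact p 0.618) and *Hadhb* (−0.19, exact p 0.775) had lower means within the spread between mice. *Acsl3* (+0.80, exact p 0.165) and *Cpt1a* (+0.69, exact p 0.224) had higher means. In fatty acid elongation and desaturation (Fig. 3b), *Elovl2* (+1.25 ± 0.592, exact p 0.0414) had an unadjusted limma p under 0.05, and *Fads2* (+0.97, exact p 0.0886) and *Elovl6* (+0.83, exact p 0.149) were called higher by rank products. In cholesterol metabolism (Fig. 3c), no gene had an unadjusted p under 0.05. *Cyp7a1* (+0.75, exact p 0.185), which encodes the rate-limiting enzyme of bile acid synthesis, was called higher, and all 11 genes had the direction of the figure. In glycolysis and amino acid use (Fig. 3d), the tyrosine aminotransferase gene *Tat* (+1.41 ± 0.607, exact p 0.0192) was higher in 7 of 7 VAAM mice and *Pck1* (+1.08, exact p 0.0676) was called higher, while *Prodh* (−0.75, exact p 0.186) was called lower. *Aldh18a1* (−0.11, exact p 0.831) and *Oat* (+0.09, exact p 0.88), drawn up and down, stood near 0, and both changed sign with quantile normalization. The direction of the figure was found for 6 of 6 measured genes of Fig. 3a, 7 of 7 of Fig. 3b and 14 of 17 of Fig. 3d, and 0 genes of these 4 panels passed limma when adjusted over the list alone. The panels were drawn from calls on these samples and are not independent evidence. From the mapping of the called genes to these pathways, the paper concludes that VAAM regulates lipid and amino acid metabolism specifically, with less beta- and omega-oxidation, an accumulation of middle chain fatty acids and more use of cholesterol for bile acids and of glucogenic amino acids.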

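In the VAAM group, *Hmgcs1* (−0.15 ± 0.535, exact p 0.796) had 3 of 5 probe sets called lower by rank products and 1 called higher. *Cyp7b1* (+0.01 ± 0.535, exact p 0.982) had 2 of 3 probe sets called higher, with 4 of 7 VAAM mice above the water median. *Pklr* (+0.28 ± 0.538, exact p 0.607) had 2 of 3 probe sets called higher, with 6 of 7 mice above. *Shmt1* (+0.51 ± 0.545, exact p 0.353) had 2 of 4 probe sets called higher, with 3 of 7 mice above, and its difference vanished after quantile normalization. None of these genes had an unadjusted limma p under 0.05, and none was called on values scaled to unit SD.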

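On the arrays, *Pecr* stood at −1.25 ± 0.592 within-group SD in the VAAM group, with 0 of 7 mice above the water median (exact permutation p 0.00408), and 2 of 2 probe sets were called lower by rank products. *G6pc* stood at +1.40 ± 0.606 SD, with 7 of 7 VAAM mice above the water median (exact permutation p 0.0268). *Elovl3* stood at −0.61 ± 0.549 SD, with 2 of 7 above (exact permutation p 0.278). The limma p of *Pecr*, adjusted over all probe sets, was 0.51, and that of *G6pc* was 0.476. Rank products called *G6pc* higher and *Elovl3* lower, and called none of the 3 genes after scaling to unit SD.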

We confirmed expression levels of *Elovl3* (elongation of very long chain fatty acids like 3), *Pecr* (peroxisomal trans-2-enoyl-CoA reductase), and *G6pc* (glucose-6-phosphatase, catalytic subunit) by quantitative PCR and found that *Elovl3* and *Pecr* were down-regulated in the VAAM group, while *G6pc* was up-regulated in the VAAM group as observed in DNA microarray analysis (Additional file 6: Figure S2).

**Fig. 3:**
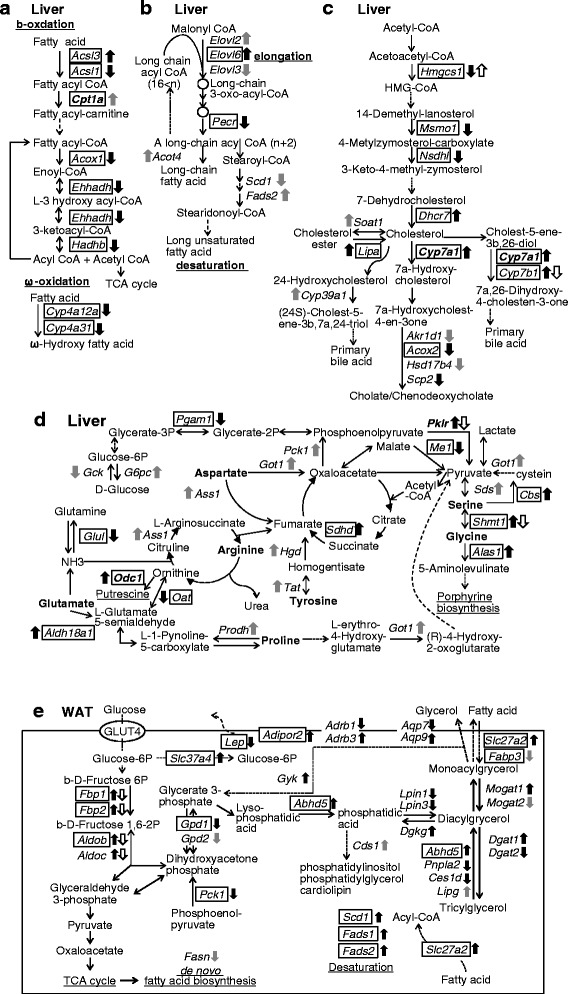
Metabolic function of VAAM-regulated genes in the liver and WAT. Gene symbols and their mode of regulation by VAAM (*black arrows*), by CAAM (*white arrows*), and by VAAM and CAAM (*gray arrows*) are represented in fatty acid oxidation (**a**), in fatty acid desaturation (**b**), in cholesterol metabolism (**c**), and in glycolysis, glucogenic amino acid metabolism, and the TCA cycle (**d**) in the liver. **e** Glucose and triacylglycerol metabolism of WAT. All gene symbols and their full names are listed in Additional file 5: Table S4

### Response of adipose tissue transcriptomes to VAAM

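White (WAT) and brown (BAT) adipose tissue of 7 water and 7 VAAM mice each was measured and processed like the liver. The median SD over 14 arrays was 1.41e-05 in WAT and 1.06e-05 in BAT, and 397 and 213 probe sets had a range over 0.1. In simulated data limma found 70% (WAT) and 66% (BAT) of changes of 3 SD, and 20% and 14% of changes of 2 SD. The genes of WAT with the smallest unadjusted limma p were *Noc4l* (+2.92 ± 0.8, exact p 0.000583), *Igll1* (+2.71, exact p 0.00175), *A330023F24Rik* (+2.60, exact p 0.000583), *Rfpl4* (+2.62, exact p 0.00117), *Efna3* (+2.56, exact p 0.000583) and *Hspb3* (+2.36, exact p 0.00117) on the higher side. On the lower side they were *Rnf167* (−2.50 ± 0.739, exact p 0.000583), *Crim1* (−2.28, exact p 0.00233), *Pcdh17* (−2.27 ± 0.708, exact p 0.00291), *Afdn* (exact p 0.00233), *Slpi* (−2.13 ± 0.689, exact p 0.0035) and *Dnd1* (−2.06, exact p 0.00175). None passed limma over all probe sets, and the 6 higher genes all turned negative after quantile normalization, after which 17370 of 18193 genes of WAT were lower and 823 higher (9041 and 9141 before). The medians of the WAT arrays ran from 6.9076 to 6.9133, a range far wider than the median SD of a probe set. A sign that turned negative together with nearly all genes therefore does not decide about a single gene. By limma, 0 probe sets of WAT were higher and 0 lower. At an unadjusted p under 0.05, 744 were higher and 948 lower, a split that became 14 and 74 after quantile normalization. The limma fit over the 42 arrays called 67 higher and 62 lower. Rank products called 906 probe sets of 613 genes higher and 671 of 473 genes lower, with *Pcdh17*, *Afdn* and *Slpi* among the lower. These counts became 632 and 199 after quantile normalization and 36 and 40 with each probe set scaled to unit SD. The scaled calls included each of the higher and lower genes named above. Simulated WAT arrays with no difference between the groups gave 1971 calls on the deposited scale and 121 after the scaling.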

Next, we applied a similar transcriptomic analysis to white and brown adipose tissues (WAT and BAT). 

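Claudin genes of WAT varied widely between mice of the same group. *Cldn7* (+0.52 ± 0.545, exact p 0.356), *Cldn3* (+0.39 ± 0.54, exact p 0.555), *Cldn2* (+0.36 ± 0.54, exact p 0.505), *Cldn10* (+0.19, exact p 0.723) and *Cldn8* (+0.15, exact p 0.674) were called higher in the VAAM group by rank products, and *Cldn5* (−0.52 ± 0.545, exact p 0.364) and *Cldn1* (−0.11, exact p 0.816) lower. Of the 2 probe sets of *Cldn2*, 1 was called lower as well. *Cldn4* (−0.01, exact p 0.991) had its only probe set called higher by rank products, and *Cadm1* (+0.50, exact p 0.367) had 3 of 4 called higher. None of these 9 genes had an unadjusted limma p under 0.05, and 0 passed when adjusted over the list alone. Of the 12 measured markers of the epididymis in WAT, rank products called 8 higher and 4, *Cst11*, *Lcn8*, *Lcn9* and *Rnase10*, lower, in the direction of their means, and the probe sets of these 4 were called higher as well. *Defb15* (+0.85, exact p 0.0035) and *Lcn5* were the highest of them. Of 11 markers of simple epithelium, 8 were called higher and 1 lower in the direction of their means; the probe set of *Cdh1*, among the 8, was called lower as well, and that of *Krt19* lower against its mean. The mean of the epididymis markers was highest in VAAM mouse 1 (2.39 SD), whose array stood apart from the others of WAT, and water mouse 1 (1.42 SD). Camera gave adjusted p values of 0.121 for the epididymis and 0.229 for the epithelium, with 1 epididymis gene higher when adjusted over the list alone. Without VAAM mouse 1 these were 0.794 and 0.8, and the epithelium list turned lower. With 1 other array left out the first was 0.00218 (water mouse 1), 0.022 (water mouse 2), 0.0484 (VAAM mouse 5) and 0.0297 (VAAM mouse 7), and the second 0.00678 (water mouse 1) and 0.0264 (VAAM mouse 7). With the estimated correlations between the genes over all arrays, 0.909 and 0.864, the p values were 0.481 and 0.514, and those of fry were 0.469 and 0.531.

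**Figure D1:**
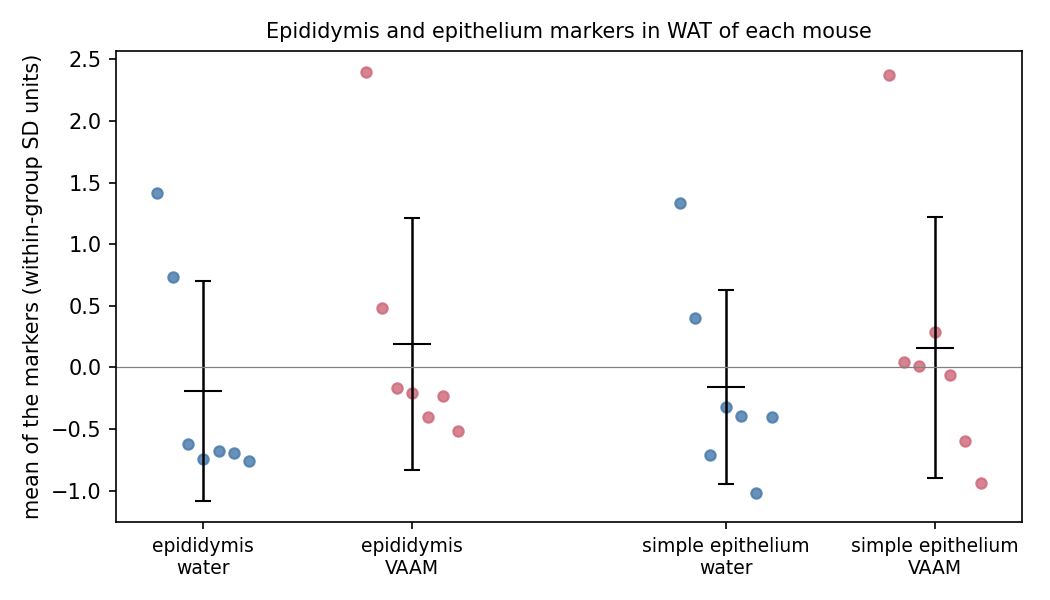
Mean of the epididymis markers and of the simple epithelium markers in WAT of each mouse, in units of the within-group SD, for 7 water and 7 VAAM mice. Points are mice, and lines give the group mean ± SD; VAAM mouse 1 lies at 2.39 for the epididymis and at 2.37 for the epithelium.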

In the case of WAT, the GO terms attributed to the VAAM-responsive genes (354 + 140 + 12 + 231 genes, Fig. 1a, b) were “calcium-independent cell-cell adhesion via plasma membrane cell-adhesion molecules” and “monocarboxylic acid metabolism process” (Fig. 4). Approximately, one half of the genes enriched in “monocarboxylic acid metabolism process” were related to lipid synthesis (17 out of 30, Additional file 7: Table S5). 

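In WAT, the glycerol-3-phosphate dehydrogenase gene *Gpd2* (−1.49 ± 0.615, exact p 0.0181) was called lower in the VAAM group by rank products, and *Csgalnact1* (−0.92, exact p 0.0758) and *Gpd1* (−0.83, exact p 0.14) were called lower as well. *Lcn5* was the highest gene of Table S5, at +2.16 ± 0.693 within-group SD (7 of 7 VAAM mice above the water median, exact p 0.00175), followed by *Alox12* (+0.99 ± 0.571, exact p 0.0921). *Lcn5* is also 1 of the epididymis markers. Of the 37 measured genes of the table, 34 had the direction given there, and for all 37 at least 1 probe set was called in that direction. The 3 others were *Scd1* (−0.24, exact p 0.72), *Cldn4* and *Fads6* (+0.83, exact p 0.148). By limma, 0 genes passed over all probe sets and 1, *Lcn5* (adjusted p 0.047), when adjusted over the list alone. After scaling to unit SD, rank products called 1 gene of the table in the paper's direction, also *Lcn5* (false discovery rate 0.013). Simulated WAT arrays with no difference gave 121 calls after the scaling. The table was chosen on these samples and is not independent evidence. After quantile normalization, 20 of the 26 genes up in the paper were higher and 11 of the 11 genes down in the paper were lower, where 17370 of all 18193 genes were lower.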

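Among the enzymes of phospholipid synthesis in WAT, *Pisd* (+1.31 ± 0.598, exact p 0.0268) and *Ptdss1* (+1.07, exact p 0.067) lay above the water median in 7 of 7 VAAM mice, and both turned negative after quantile normalization. *Pcyt1a* (−0.93, exact p 0.0962) and *Chkb* (−0.66, exact p 0.233) had lower means. *Cds1* (+0.30 ± 0.538, exact p 0.582) was called higher by rank products. So was *Fads1* (+0.50, exact p 0.365), which is drawn in Fig. 3e but belongs to the list of polyunsaturated fatty acid synthesis. Of 20 measured genes of a list of phospholipid synthesis, 13 were higher and 7 lower, which became 3 and 17 after quantile normalization, where 823 of all 18193 genes were higher and 17370 lower. By limma, 0 passed when adjusted over the list alone, and rank products called 3 higher and 0 lower. Camera gave an adjusted p of 0.492 over the 49 lists tested. The p was 0.198 with an estimated correlation and 0.18 by fry. Of the 27 genes with a direction in Fig. 3e, 25 had that direction, apart from *Scd1* and *Lipg* (−0.00, exact p 1).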

Mapping these genes in metabolic pathways revealed that VAAM up-regulates several genes for phospholipid synthesis from glucose and fatty acid (Fig. 3e). 

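In WAT, *Mogat1* (+0.48 ± 0.544, exact p 0.386) was called higher in the VAAM group by rank products, with 6 of 7 mice above the water median, but turned negative after quantile normalization. *Dgat1* (+0.11 ± 0.535, exact p 0.839) had 1 of 2 probe sets called higher, with 3 of 7 mice above. *Mogat2* (−0.93 ± 0.567, exact p 0.111) and *Dgat2* (−0.96 ± 0.569, exact p 0.0991) were called lower, each with 1 of 7 mice above. None of these 4 genes had an unadjusted limma p under 0.05, and none was called after scaling to unit SD. Of 11 genes of triacylglycerol synthesis, 7 were higher and 4 lower (camera adjusted p 0.867, p 0.817 with an estimated correlation, fry p 0.941), and 0 passed when adjusted over the list alone. After quantile normalization 2 were higher and 9 lower, where 17370 of all 18193 genes were lower.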

Four genes for enzymes of acylglycerol synthesis were oppositely regulated: up-regulated for monoacylglycerol O-acyltransferase 1 (*Mogat1*) and diacylglycerol O-acyltransferase 1 (*Dgat1*), and down-regulated for monoacylglycerol O-acyltransferase 2 (*Mogat2*) and diacylglycerol O-acyltransferase 2 (*Dgat2*). It is also notable that solute carrier family 37 (glucose-6-phosphate transporter), member 4 (*Slc37a4*), which facilitates glucose-6-phosphatase activity, is up-regulated.

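*Slc37a4* stood at +0.68 ± 0.552 within-group SD in WAT of the VAAM mice, with 5 of 7 above the water median (exact permutation p 0.231), and its probe set was called higher by rank products. *Fbp2* (+0.56, exact p 0.311) and *Fbp1* (+0.42, exact p 0.435), which were called higher as well, had 4 of 7 mice above. From the mapping of these genes to glucose and triacylglycerol metabolism (Fig. 3e), the paper states that VAAM raises several genes that make phospholipids from glucose and fatty acids.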

**Fig. 4:**
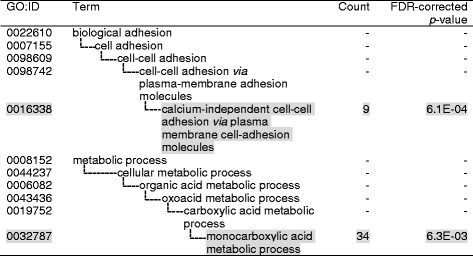
Gene ontology analysis of WAT genes for which expression levels were affected by VAAM administration. 354 + 140 + 12 + 231 genes in Fig. 1b were used for analysis. GO terms located at the *bottom* of hierarchy are represented by *shaded text*

GO analysis of VAAM-responsive genes in BAT (271 + 97 + 21 + 440 genes, Fig. 1a, b) resulted in the identification of the term “negative regulation of biological process” located at the bottom of the hierarchy (Fig. 5). These terms contain a smaller number of metabolic enzyme genes than is the case for liver and WAT, but those related to cellular signaling such as adiponectin receptor 2 (*Adipor2*), adenosine A1 receptor (*Adora1*), cyclin-dependent kinase inhibitor 1 (*Cdkn1*), glycogen synthase kinase 3b (*Gsk3b*), protein tyrosine phosphatase, non-receptor type (*Ptpn*), forkhead box O1 (*Foxo1*), insulin-like growth factor 1 (*Igf1*), lymphocyte protein tyrosine kinase (*Lck*), mitogen-activated protein kinase (*Mapk*), and regulator of G-protein signaling (*Rgs*) (Additional file 8: Table S6). This finding prompted us to search for an unknown upstream factor that may regulate the adipose tissue transcriptomes in relation to that of the liver.

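Among the genes higher in BAT of the VAAM mice, those with the smallest unadjusted limma p were *B3galt2* (+2.64 ± 0.76, exact p 0.00175), *Calml3* (+2.61, exact p 0.00175), *Casd1* (+2.64, exact p 0.00175), *Sowahc* (+2.44 ± 0.731, exact p 0.000583), *Fosl2* (+2.41 ± 0.727, exact p 0.000583) and *Zfp119b* (+2.28, exact p 0.000583). Among the lower genes these were *Wnt5a* (−2.55 ± 0.746, exact p 0.000583), *Rwdd4a* (−2.36, exact p 0.00117), *Tmem268* (−2.28 ± 0.709, exact p 0.00117), *Crp* (exact p 0.00291), *Dpf3* (−2.19, exact p 0.00408) and *Nudt13* (−2.08, exact p 0.00291). None passed limma over all probe sets, and *Calml3*, *Casd1*, *Sowahc* and *Zfp119b* turned negative after quantile normalization. By limma, 0 probe sets were higher and 0 lower, with a smallest adjusted p of 0.469, and at an unadjusted p under 0.05 there were 975 higher and 1321 lower, a split that became 43 and 73 after quantile normalization. The limma fit over the 42 arrays called 101 higher and 214 lower. Rank products called 977 probe sets of 643 genes higher, with *B3galt2*, *Sowahc* and *Fosl2* among them, and 1032 of 736 genes lower, with *Tmem268* among them. These became 101 and 49 with each probe set scaled to unit SD. Simulated BAT arrays with no difference between the groups gave 2046 calls on the deposited scale and 103 after the scaling. All 13 measured markers of skeletal muscle were called higher by rank products (camera p 0.369, adjusted p 0.708, and 0.0195 without water mouse 1), and with the estimated correlation between them, 0.984, the p was 0.795; by fry it was 0.786, and 0 passed when adjusted over the list alone. Of 12 markers of fibroblasts and stroma, 12 were higher, with *Clec3b* (+1.02, exact p 0.0822) and *Dpt* (+0.81, exact p 0.161) highest, and 11 after quantile normalization. Rank products called 10 of them higher, and 0 passed when adjusted over the list alone (camera adjusted p 0.00867). This did not hold with the estimated correlation, 0.769, at a p of 0.244. Fry, which tests the markers against no change and not against other genes, gave a p of 0.238. The adjusted p was also over 0.05 without water mouse 2 (0.0838) or 4 (0.278) and without VAAM mouse 3 (0.225), 4 (0.0807) or 7 (0.0806).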

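Of these genes, *Igf1* (+0.65 ± 0.551, exact p 0.244) had 3 of 4 probe sets called higher by rank products, and *Foxo1* (+0.76 ± 0.557, exact p 0.183) 1 of 4, but *Foxo1* turned negative after quantile normalization. *Adipor2* (−0.26 ± 0.537, exact p 0.632) had 1 of 2 called lower. *Gsk3b* (+0.79 ± 0.558, exact p 0.167) had 2 of 6 called lower, and it turned negative after quantile normalization and as the mean of its probe sets. The highest genes of Table S6 were *Pnp* (+1.89 ± 0.659, exact p 0.00233), *Impact* (+1.54 ± 0.62, exact p 0.00991) and *Trim27* (+1.45, exact p 0.00466), and the lowest were *Baz2a* (−1.50 ± 0.616, exact p 0.0175), *Zfp91* (−1.30, exact p 0.0373) and *Zbtb16* (−1.24, exact p 0.0385). *Impact* turned negative after quantile normalization. Of the 46 measured genes up in the paper, 43 were higher, and 28 after quantile normalization. Of the 59 down in the paper, 32 were lower, and 49 after quantile normalization, where 15998 of all 18193 genes of BAT were lower. For all 105 genes at least 1 probe set was called in the direction of the paper by rank products, and for 47 it was the probe set with the highest mean. By limma, 0 genes passed over all probe sets and 0 when adjusted over the list alone. The table was chosen on these samples and is not independent evidence.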

**Fig. 5:**
Gene ontology analysis of BAT genes for which expression levels were affected by VAAM administration. 271 + 97 + 21 + 440 genes in Fig. 1b were used for analysis. GO terms located at the *bottom* of hierarchy are represented by *shaded text*

### Search for upstream regulators common among liver and adipose tissues

We searched for Ingenuity Pathway Analysis (IPA) upstream regulators of VAAM-regulated genes starting with liver genes (446 + 217 genes), followed by comparison with the WAT genes (354 + 231 genes) and the BAT genes (271 + 440 genes), respectively. The liver transcriptome exhibited a total of 103 activated and 32 inhibited upstream regulators (absolute Z-scores >2.0, Table 1). Because some of these regulators have close functional relationships to each other, they were classified into the same columns (e.g., “isoproterenol”, “norepinephrine” as a beta-agonist, and “propranolol” as a beta-antagonist). Interestingly, there are obvious inter-tissue correlations of selected regulators, including “norepinephrine” (2.06 in WAT and 3.05 in BAT) and “progesterone” (Z-score of 2.50 in liver and 2.12 in WAT). Considering the functional similarity of these selected regulators, it is very possible that beta-adrenergic and TGF-related signals may be activated in these three tissues. It is also noteworthy that estrogen, glucagon, and gentamicin signals seemed to be activated in the liver and WAT and that I-kappa B, interleukins 5 and 6, insulin, PDGF, and the other signals were activated in BAT and WAT (Table 1). 

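Of the list of the cAMP and beta-adrenergic response, *Irs2* (+2.13 ± 0.689, exact p 0.00524), *Per1* (+1.81 ± 0.65, exact p 0.00932) and *Sik1* (+1.69 ± 0.637, exact p 0.0117) were called higher by rank products in BAT of the VAAM group beside *Fosl2*, and 1 of the 2 probe sets of *Sik1* was called lower. In the liver, *Dusp1* (+1.63 ± 0.63, exact p 0.00991) and *Sik1* (+1.61 ± 0.627, exact p 0.0157) were called higher. In WAT, *Sik1* (+1.64 ± 0.631, exact p 0.014) and *Dusp1* (+1.51 ± 0.617, exact p 0.0186) were called higher, although *Sik1* of WAT turned negative after quantile normalization. The lowest genes of the list were *Ucp1* (−1.38, exact p 0.0286) in the liver, *Dio2* (−0.40, exact p 0.481) in WAT and *G6pc* (−0.71, exact p 0.205) in BAT. Of 18 measured genes of the list, 14 were higher and 4 lower in each tissue. After quantile normalization, 9, 1 and 12 of the 18 were higher in liver, WAT and BAT, where 4861, 823 and 2195 of all 18193 genes were higher. Camera gave adjusted p values of 0.0136, 0.0101 and 1.34e-05 over the 49 lists tested. With an estimated correlation the p values were 0.005, 0.0209 and 0.00844, of which none passed adjustment over the lists. Those of fry were 0.0197, 0.0783 and 0.00844, and exact permutation of the mice gave 0.021, 0.0746 and 0.0105. Among the arrays that stood apart, the mean of the list was 0.774 SD in VAAM mouse 6 of the liver, the highest of that tissue, −0.462 in VAAM mouse 1 of WAT, and 0.859 and 0.724 in VAAM mice 3 and 5 of BAT. Without these arrays camera gave adjusted p values of 0.0432, 0.00143 and 0.0121, and without water mouse 3 of WAT 0.0548. By limma, 4 genes of BAT passed when adjusted over the list alone, and 0 in liver and WAT. In WAT, camera also shifted markers of cell types. Markers of T cells were higher (8 of 9, adjusted p 0.0101), but only 1 was after quantile normalization. Those of mesothelium (0.0121), endothelial cells (0.015) and fibroblasts and stroma (0.0398) were lower. None of these passed adjustment with an estimated correlation. Each of these calls also ended without 1 array or another, that of T cells without VAAM mouse 3 (0.0567) or 5 (0.087). In BAT, camera also shifted the markers of fibroblasts and stroma, of which 12 of 12 were higher (adjusted p 0.00867, p 0.244 with an estimated correlation). Of 10 adipocyte markers, 7 were higher in BAT, with *Retn* (+2.11 ± 0.687, exact p 0.00233) highest, and 3 after quantile normalization. Their camera adjusted p was 0.118, and 0.0495 without VAAM mouse 5 and 0.0448 without VAAM mice 3 and 5. Over all arrays the p was 0.0295 with an estimated correlation, 0.0118 by fry and 0.00291 by exact permutation of the mice (0.143 when adjusted over the lists), and 1 marker passed when adjusted over the list alone. For the TGF beta response, *Ccn2* (+1.92 ± 0.663, exact p 0.00583) and *Ski* (+1.77 ± 0.645, exact p 0.00991) were the highest genes of the liver and *Ltbp2* (−1.40, exact p 0.0251) the lowest, and *Ski* turned negative after quantile normalization. *Ccn2* (+0.91, exact p 0.121) and *Fn1* (+0.84, exact p 0.14) were the highest of BAT. Of 17 genes, 11 were higher in the liver, 7 in WAT and 12 in BAT, and 6, 3 and 7 after quantile normalization. Camera gave adjusted p values of 0.11, 0.709 and 0.209 and the estimated correlation p values of 0.0688, 0.424 and 0.204; fry gave 0.156, 0.556 and 0.214. Leaving out 1 array brought the camera adjusted p of the liver to 0.0432 (VAAM mouse 6, whose array stood apart) and 0.0496 (water mouse 5) and that of BAT to 0.0287 (VAAM mouse 2). In the liver 2 genes were higher when adjusted over the list alone. The difference between tissues was also tested on values scaled to unit SD, without a block for the mouse. In that test 0 probe sets responded differently in WAT and liver, BAT and liver or BAT and WAT, with 3263, 2610 and 1527 at an unadjusted p under 0.05. From the upstream regulators shared by the tissues, the paper proposes that beta-adrenergic and TGF-related signals are active in all of them. It also proposes estrogen and glucagon signals in liver and WAT, and for adrenaline it cites a rise in serum in an earlier study. The list tested here is one of the cAMP response as well, so its shift does not single out a beta-adrenergic signal.

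**Figure D2:**
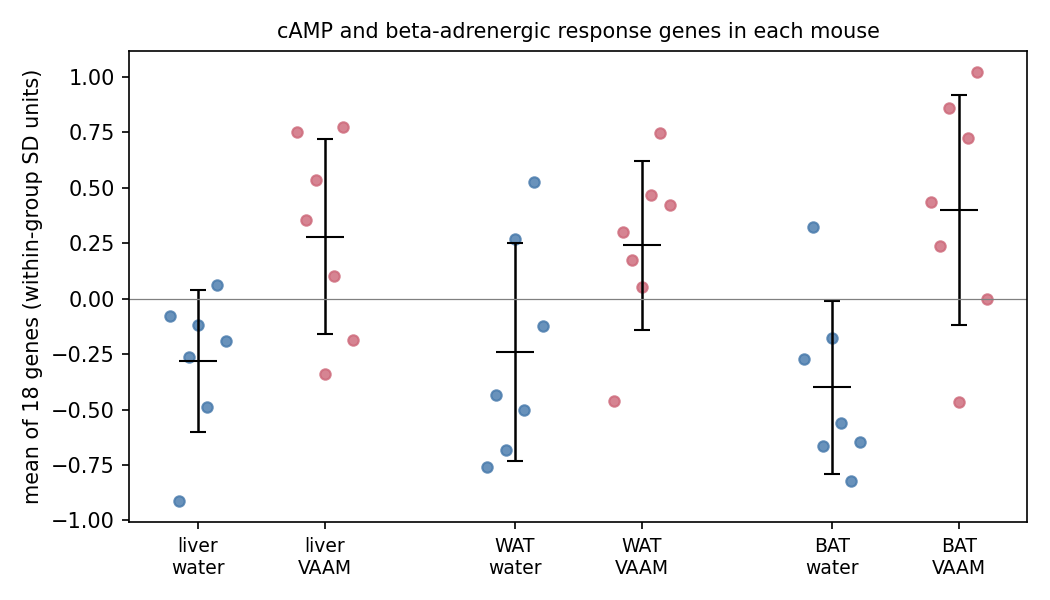
Mean of the 18 genes of the cAMP and beta-adrenergic response in each mouse, in units of the within-group SD, for 7 water and 7 VAAM mice per tissue. Points are mice, and lines give the group mean ± SD; in BAT the means are −0.4 and 0.4, and the mice of both groups overlap in each tissue.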

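Among the genes that insulin regulates, *Igfbp1* (+1.44 ± 0.61, exact p 0.0245) was the highest of the liver in the VAAM group, followed by *G6pc* and *Pck1*, which insulin represses, and the lowest were *Irs1* (−0.06, exact p 0.938) and *Pdk4* (−0.04, exact p 0.938). *Irs2* was the highest of BAT, with *Igfbp1* (+1.07, exact p 0.0676) next, and *G6pc* and *Pdk4* (−0.46, exact p 0.403) were the lowest. The list holds genes that insulin represses beside others that it regulates. A count or a test in 1 direction therefore does not give the direction of insulin activity. In the liver 9 of 11 genes were higher and 5 after quantile normalization (camera adjusted p 0.0615, p 0.0174 with an estimated correlation, fry p 0.0308). The camera adjusted p of the liver was 0.0389, 0.0496 and 0.0133 without water mouse 2, 5 or 6 and 0.029, 0.0211 and 0.0432 without VAAM mouse 4, 5 or 6, of which the array of VAAM mouse 6 stood apart. In WAT 7 of 11 were higher and 2 after quantile normalization (camera adjusted p 0.751, p 0.661 with an estimated correlation, fry p 0.766). In BAT also 7 of 11 were higher and 2 after quantile normalization (camera adjusted p 0.229, p 0.0696 with an estimated correlation, fry p 0.105). When adjusted over the list alone, 1 gene of BAT was higher and 0 in the other tissues.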

There was a discrepancy in the Z-score between “INS”, at −2.18 in the liver, and “Ins1”, at 2.23 in BAT. The mouse genome contains two genes for insulin (Ins1 and Ins2), each of which corresponds to “Ins1” and “INS” in the IPA database, respectively. It is possible that this discrepancy is due to functional differences between the Ins1 and Ins2 genes.

**Table 1:**
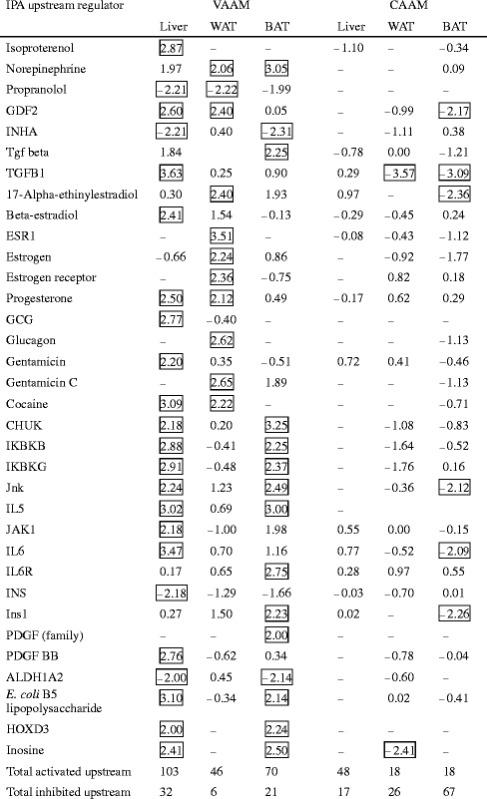
Correlation of IPA upstream regulators between the liver, WAT, and BAT transcriptomes

The values show the activation Z-score. The absolute Z-scores ≥2 are in squares

*ALDH1A2* aldehyde dehydrogenase 1 family, member A2, *CHUK* conserved helix-loop-helix ubiquitous kinase, *ESR1* estrogen receptor 1, *GCG* glucagon, *GDF2* growth differentiation factor 2, *HOXD3* homeobox D3, *IKBKB* inhibitor of kappa light polypeptide gene enhancer in B cells, kinase beta, *IKBKG* inhibitor of kappa light polypeptide gene enhancer in B cells, kinase gamma, *IL5* interleukin 5, *IL6* interleukin 6, *IL6R* interleukin 6 receptor, *INHA* inhibin, alpha, *INS* insulin, *Ins1* insulin I, *JAK1* Janus kinase 1, *PDGF* platelet-derived growth factor, *TGFB1* transforming growth factor, beta 1

## Discussion

In this study, we examined the non-nutritive effect of a specific amino acid mixture, VAAM, on the liver, WAT, and BAT transcriptomes in mice under freely moving conditions. From the gene ontology (GO) analysis of VAAM-regulated genes, it was predicted that VAAM may up-regulate sugar and lipid anabolism in these tissues. In addition, a comparative analysis of IPA upstream factors among these tissues suggested that estrogenic and glucagon signals were activated in the liver and WAT and that beta-adrenergic signaling was activated in the three tissues.

Our previous studies [6, 7] on VAAM were conducted using a mouse model under forced exercise conditions, where the glycogen storage might have been exhausted and the muscle might have continued to move with the help of a fatty acid supply from the adipose tissues. The major difference between the previous studies and the present study resides in whether or not moving conditions were present (forced swimming or free motion) and in the dosing condition (one shot or five shots). However, there are some correlations in the metabolic regulation among these studies. 

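In the liver, *Etfb* (−1.77 ± 0.645, exact p 0.00816) and *Acaa2* (−1.67 ± 0.634, exact p 0.0122) were the lowest of the genes of beta-oxidation in the VAAM group, with 1 of 7 mice above the water median. *Hadha* (+0.86, exact p 0.135) was the highest, but turned negative after quantile normalization. Of 23 genes of beta-oxidation, 17 were lower and 16 after quantile normalization, where 13332 of all 18193 genes of the liver were lower (camera adjusted p 0.235, and 0.00253 without VAAM mouse 6, whose array stood apart; over all arrays p 0.305 with an estimated correlation, fry p 0.404). All 6 measured genes of omega-oxidation were lower, before and after quantile normalization (camera adjusted p 0.126, and 0.0432 without VAAM mouse 6; over all arrays p 0.134 with an estimated correlation, fry p 0.0716). The 6 genes of polyunsaturated fatty acid synthesis were all higher, before and after it (camera adjusted p 0.0628, and 0.042 without water mouse 7 or 0.0208 without VAAM mouse 5; over all arrays p 0.074 with an estimated correlation, fry p 0.0486). Genes of these lists such as *Cyp4a12a* and *Elovl2* are also drawn in Fig. 3 from calls on these samples. The directions of these lists are therefore not fully independent of the paper's calls. In bile acid synthesis, *Slc27a5* (−1.97 ± 0.669, exact p 0.00233) and *Cyp27a1* (−1.63 ± 0.63, exact p 0.00233) were lower in 7 of 7 VAAM mice. *Slc27a5* was the only gene lower when adjusted over the list alone, and turned positive after quantile normalization. Of 14 genes of this list, 6 were higher and 8 after quantile normalization (camera adjusted p 0.75, p 0.42 with an estimated correlation, fry p 0.34). Of 32 genes of amino acid catabolism, 16 were higher and 13 after quantile normalization (camera adjusted p 0.949, p 0.97 with an estimated correlation, fry p 0.891), and 4 of 6 genes of gluconeogenesis were higher and 3 after it (camera adjusted p 0.476, p 0.218 with an estimated correlation, fry p 0.197). In the urea cycle *Ass1* (+2.36 ± 0.719, exact p 0.00233) was called higher by rank products, and it was the only gene higher when adjusted over the list alone, in a list with 5 of 7 genes higher and 4 after quantile normalization (camera adjusted p 0.471, p 0.195 with an estimated correlation, fry p 0.352). In the other lists named here 0 genes passed when adjusted over the list alone.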

We observed a down-regulation of beta-oxidation and an up-regulation of glucogenic amino acid utilization in the liver (Fig. 3). The former may save the fatty acid pool in total and the latter makes it possible to supply amino acid-derived substrates to gluconeogenesis in response to exercise stimulus [11–13]. In the case of WAT, four enzyme genes for acylglycerol synthesis were regulated in a distinct manner: *Mogat1* and *Dgat1* were up-regulated, and *Mogat2* and *Dgat2* were down-regulated. Especially, the opposite regulation of *Dgat1* (up) and *2* (down) should be mentioned because *Dgat1* facilitates fatty acid/acylglycerol shuttling, and *Dgat2* is responsible for triacylglycerol accumulation [14]. This regulation may support fatty acid release to the serum. It is also possible that the up-regulation of *Slc37a4* may decrease lactate production by facilitating glucose regeneration from glucose-6-phosphate (Fig. 3e). The role of BAT in exercise performance is not clear because our experiments were performed at a moderate temperature, where no additional thermogenesis is required. However, it should be noted that the two catecholamine responsive genes, deiodinase, iodothyronine, type II (*Dio2*) and peroxisome proliferator-activated receptor gamma, coactivator 1 alpha (*Ppargc1a*, also known as *Pgc1a*), are up-regulated. These genes are reported to be induced in mice and rats exposed to cold temperature [15, 16]. 

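In BAT of the VAAM mice, *Dio2* stood at +1.00 ± 0.572 within-group SD, with 6 of 7 mice above the water median (exact permutation p 0.0862). *Ppargc1a* stood at +0.42 ± 0.541 SD, with 4 of 7 above (exact permutation p 0.446). Rank products called 3 of 3 probe sets of *Dio2* and 5 of 5 of *Ppargc1a* higher, and none after scaling to unit SD. Neither gene had an unadjusted limma p under 0.05. *Ucp1* (−0.15 ± 0.535, exact p 0.78), another gene of this response, was not called.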

In the moderate temperature condition as those we adopted, this kind of regulation may result in an increased basal metabolic rate under resting conditions [12, 17, 18]. In conclusion, the VAAM-dependent regulation of multiple tissue transcriptomes seems to be a tuning mechanism that makes the metabolic state resistant to more intense exercise. It would be valuable to examine the effect of middle term (approximately 1 week) pre-administration of VAAM on exercise performance in a human interactive study.

Whether VAAM acts on these tissues directly or indirectly is an open question. From the IPA upstream factor analysis, it was predicted that the three endocrine factors adrenaline, estrogen, and glucagon seemed to stimulate these tissues. In particular, adrenaline is the most plausible factor involved in VAAM signaling because several IPA terms related to adrenergic signals were detected in the three tissues (Table 1) and its increase in the mice sera was detected in a previous study [7]. Considering that a major source of adrenaline is the hypothalamus-sympathetic nerve-adrenal medullary (HSA) axis, we think it is highly possible that VAAM controls terminal tissues via this system. This assumption raises another question as to what type of mechanism transduces VAAM signals in the HSA axis. There are two supporting information. First is that VAAM’s effect depends on the overall ratio of amino acids (Additional file 1: Table S1), and second, the maximal effect of VAAM was obtained with the pretreatment of animals 30 min before the exercise. These considerations suggest that the sensing mechanism for VAAM might have a broad spectrum to amino acids and that the mechanism may reside in the gastrointestinal tract that faces the VAAM solution but not in metabolizing tissues nor locomotor systems. Accordingly, we assume that gastrointestinal chemosensory cells are one of the candidate targets of VAAM stimulus. Further investigation is needed to elucidate the VAAM-sensing and VAAM-transducing machinery.

## Conclusions

We found that VAAM ingestion had an effect on multiple tissue transcriptomes of freely moving mice. Utilization of glucogenic amino acids may have been activated in the liver. Fatty acid conversion into phospholipid, not to triacylglycerol, may have been stimulated in adipocytes contrasting that a little effect was observed in BAT. Analysis of upstream factors revealed that multiple hormonal signals were activated in the liver, WAT, and BAT. Our data provide some clues to understanding the role of VAAM in metabolic regulation.

## Methods

### Animals

Five-week-old male ddY mice (SLC Japan, Shizuoka, Japan) were housed in plastic cages with food (MF, Oriental yeast, Tokyo, Japan) and deionized water ad libitum in a temperature- and humidity-controlled room with a 12-h light/dark cycle (light 08:00–20:00; dark 20:00–08:00). The mice were weighed every day. All animal experimental protocols were approved by the Animal Use Committee of the Faculty of Agriculture at the University of Tokyo with approval number: P12-669.

### Amino acids

Glycine and all l-amino acids were purchased from Wako Pure Chemical Industries (Osaka, Japan). The amino acid mixtures VAAM and CAAM were prepared in the ratios described by Abe et al. [6] and were analyzed for amino acid composition using a Hitachi l-8500A amino acid analyzer (Hitachi High Technologies, Tokyo) (Additional file 1: Table S1). The concentrations of VAAM and CAAM were each adjusted to 1.8 %.

### Experimental procedure

The experimental schedule is shown in Additional file 2: Figure S1. The mice (*n* = 21) were acclimated to a laboratory environment for 1 week. They were divided randomly into three treatment groups: VAAM, CAAM, or water. Using a feeding tube, 1.8 % VAAM, 1.8 % CAAM, or water was orally administered five times once a day at 10:00AM. The dosage of VAAM, CAAM, or water was adjusted to 37.5 μL per gram of body weight as described previously [6]. On the day of last administration, the food was removed and the mice were moved to clean cages at 8:00. The last treatments began at 10:00. At 4 h after the last administration, the mice were euthanized by cervical dislocation and the blood, liver, WAT, and BAT were collected. The blood was separated to obtain the serum. Small hepatic pieces were immersed into RNAlater (Qiagen, Tokyo, Japan). The WAT and BAT were immediately frozen after extraction using liquid nitrogen. All samples were maintained at −80 °C until use. Two mice in CAAM group were excluded because of their morphological abnormality in the liver. Subsequently, the mice number of each group became *n* = 7 for the VAAM group, *n* = 5 for the CAAM group, and *n* = 7 for the water group.

### Measurement of serum biochemical parameters

Serum glucose, non-esterified fatty acid (NEFA), and triacylglycerol were enzymatically assayed using the glucose C II test Wako, the NEFA C test Wako, and the triglyceride E test Wako (Wako Pure Chemical Industries, Osaka, Japan), respectively. Total lipids, total ketone bodies, total cholesterol, HDL cholesterol and LDL cholesterol were assayed on Nagahama Life Science (Shiga, Japan). Each of the values is represented as the mean ± standard error of the mean (SEM). Significant differences (*p* ≤ 0.05) between the experimental groups were assessed by Tukey-Kramer comparison.

### DNA microarray assay

Total RNA was isolated from each hepatic, WAT, and BAT sample by TRIzol reagent (Invitrogen Japan, Tokyo, Japan) and purified using an RNeasy mini kit (Qiagen, Tokyo, Japan). The RNA Integrity Number (RIN) was estimated as an index of the quality of the total RNA using an Agilent 2100 Bioanalyzer (Agilent Technologies Japan, Tokyo, Japan). The values for RIN were over 8.3.

Then, amplified RNA (aRNA) was synthesized from 200 ng of purified total RNA, and biotinylated aRNA was obtained using a GeneChip® 3′IVT Express Kit (Affymetrix, Santa Clara, CA, USA). The aRNA was fragmented and hybridized to a GeneChip® Mouse Genome 430 2.0 Array (Affymetrix) for 16 h at 45 °C. The arrays were washed and stained with phycoerythrin using the GeneChip® Fluidics Station 450 (Affymetrix). The arrays were submitted to scanning on an Affymetrix GeneChip® Scanner 3000 7G (Affymetrix). The Affymetrix® GeneChip® Command Console® Software (Affymetrix) was used to make CEL files.

### DNA microarray data analysis

The CEL files were quantified by the distribution free weighted method (DFW) [19] using the statistical language R (2.7.1) (http://www.r-project.org/) [20] and Bioconductor (2.2) (http://www.bioconductor.org/) [21]. Hierarchical clustering was performed using the pvclust() function in R [22]. The rank products (RP) method was used to identify differentially expressed gene probe sets of the DFW-quantified data [23]. The probe sets with a false discovery rate (FDR) <0.05 were considered to be differentially expressed between two groups. RP was performed for a comparison of the water treatment group and the VAAM or CAAM treatment groups.

### Gene ontology analysis

The up- and down-regulated probe sets picked out at FDR <0.05 were functionally classified by the biological process in gene ontology (GO) with the Functional Annotation Tool of the Database for Annotation, Visualization, and Integrated Discovery (DAVID) [24, 25] and Quick GO (http://www.ebi.ac.uk/QuickGO/) [26]. EASE scores, which are modified Fisher’s exact test *p* values, were used to extract statistically overrepresented GO terms. GO terms with FDR-corrected *p* values <0.01 were regarded as significantly enriched.

### Pathway analysis

The differentially expressed genes were mapped on metabolic pathways in reference to the Kyoto Encyclopedia of Genes and Genomes (www.genome.ad.jp/kegg) [27].

### Upstream regulator analysis

Predicted upstream regulators from VAAM- and CAAM-specific data sets were analyzed using QIAGEN’s Ingenuity® Pathway Analysis (IPA®, QIAGEN Redwood City, www.qiagen.com/ingenuity). The activation Z-score was calculated as a measure of upstream regulator analysis. An absolute Z-score ≥2 was judged as significantly activated or inhibited, while an absolute Z-score ≤1.0 could not judge a direction. Common upstream regulators that were predicted to be activated or inhibited in the liver, WAT, and BAT were selected from the all upstream regulators list.

### Quantitative PCR analysis

Total RNA was prepared as described in “DNA microarray assay” section. Complementary DNA (cDNA) was synthesized with PrimeScript RT reagent kit (TaKaRa, Shiga, Japan) and subjected to PCR analysis using the following primer sets and SYBR Premix Ex Taq II kit (TaKaRa). The cDNA was amplified by 30 s at 95 °C followed by 40 cycles of incubation at 95 °C for 15 s and at 60 °C for 30 s in CFX96 real-time PCR detection system (Bio-Rad). The primers sets were as follows: *Elovl3* forward; 5′-TTCTCACGCGGGTTAAAAATGG-3′, *Elovl3* reverse; 5′- GAGCAACAGATAGACGACCAC-3′, *G6pc* forward; 5′-TTCAAGTGGATTCTGTTTGG-3′, *G6pc* reverse; 5′- AGATAGCAAGAGTAGAAGTGAC-3′, *Pecr* forward; 5′-GAAGGGATGGCATGCTGTGA-3′, *Pecr* reverse; 5′- TTGACAATCGACCCTCCGTG-3′, *beta-actin* forward; 5′-GATGTATGAAGGCTTTGGTC-3′, *beta-actin* reverse; 5′- TGTGCACTTTTATTGGTCTC-3′. Each cycle threshold (CT) value of an amplified fragment was compared with that of beta-actin and represented as a relative expression level. Values for VAAM or CAAM treatment group and water treatment group were examined for their significant difference using Dunnett’s test.

## Abbreviations

BAT, brown adipose tissue; CAAM, casein amino acid mixture; EAAs, essential amino acids; NEFA, non-esterified fatty acid; VAAM, *Vespa* amino acid mixture; WAT, white adipose tissue

## Additional files

Additional file 1: Table S1. Comparison of amino acid mixtures (Mol%). The amino acid mixtures VAAM and CAAM were analyzed for amino acid composition using an amino acid analyzer. (DOCX 36 kb) Additional file 2: Figure S1. Feeding schedule of amino acid mixtures. VAAM, CAAM or water was orally administered five times once a day using a feeding tube. Daily administration was performed at 10:00. On the day of last administration, the food was removed and the mice were moved to clean cages at 8:00. The last treatments began at 10:00. At 4 hours after the last administration, the mice were euthanized by cervical dislocation and blood, liver, WAT and BAT were collected. (PPTX 53 kb) Additional file 3: Table S2. Serum biomedical indices of mice administrated amino acid mixtures. The values are represented as the mean ± standard error of the mean (SEM). (DOCX 26 kb) Additional file 4: Table S3. The list of liver genes showing significant enrichment in the GO-terms located at the bottom of the hierarchy. VAAM-specific genes mapped on Figure 3 were represented by bold style. (XLSX 11 kb) Additional file 5: Table S4. Genes mapped on Fig. 3. (XLSX 13 kb) Additional file 6: Figure S2. The relative hepatic mRNA expression levels of *Elovl3*, *G6pc*, and *Pecr* in VAAM, CAAM or Water group. Quantitative PCR analysis were performed to validate the expression of metabolic genes, *Elovl3* (elongation of very long chain fatty acids like 3), *Pecr* (peroxisomal trans-2-enoyl-CoA reductase) and *G6pc* (glucose-6-phosphatase, catalytic subunit) in Water and VAAM or CAAM groups. *: p ≤ 0.05 by Dunnett’s test. (PPTX 69 kb) Additional file 7: Table S5. The list of WAT genes showing significant enrichment in the GO-terms located at the bottom of the hierarchy. VAAM-specific genes mapped on Figure 3 were represented by bold style. (XLSX 11 kb) Additional file 8: Table S6. The list of BAT genes showing significant enrichment in the GO-terms located at the bottom of the hierarchy. The list of BAT genes showing significant enrichment in the GO-terms located at the bottom of the hierarchy. (XLSX 12 kb)

# Supplementary material for: Coordinated regulation of hepatic and adipose tissue transcriptomes by the oral administration of an amino acid mixture simulating the larval saliva of Vespa species
**Source:** Genes Nutr. 2016 Jul 11;11:21. doi: 10.1186/s12263-016-0534-2
**Supplement:** Additional file 1: Table S1. — Comparison of amino acid mixtures (Mol%). The amino acid mixtures VAAM and CAAM were analyzed for amino acid composition using an amino acid analyzer.

Table S1 Composition of amino acid mixtures (Mol%)

| Amino acids | VAAM | CAAM | MF diet |
| --- | --- | --- | --- |
| Glycine | 19.1 | 4.5 | 9.4 |
| Alanine | 6.0 | 4.5 | 8.0 |
| Valine | 5.9 | 5.5 | 5.5 |
| Leucine | 6.2 | 8.5 | 7.9 |
| Isoleucine | 4.5 | 5.5 | 4.1 |
| Serine | 2.5 | 8.0 | 6.3 |
| Threonine | 7.2 | 2.5 | 4.5 |
| Cysteine | - | 0.4 | - |
| Cystine | - | - | 0.9 |
| Methionine | 0.5 | 2.5 | 1.8 |
| Aspartic acid | 0.2 | 7.5 | 9.6 |
| Glutamine | 3.2 | 19.6 | 16.2 |
| Arginine | 3.5 | 3.0 | 4.9 |
| Lysine | 8.6 | 7.0 | 5.1 |
| Histidine | 2.6 | 2.5 | 2.3 |
| Phenylalanine | 3.8 | 4.0 | 3.8 |
| Tyrosine | 6.0 | 5.0 | 2.2 |
| Tryptophan | 2.2 | 1.0 | 0.8 |
| Proline | 18.0 | 8.5 | 6.8 |
| Intake (g/ kg of body weight/ day) | 0.675 | 0.675 | 43.18 |
| Energy ratio to total intake (%) | 0.38 | 0.38 | 24.1 |

# Supplementary material for: Coordinated regulation of hepatic and adipose tissue transcriptomes by the oral administration of an amino acid mixture simulating the larval saliva of Vespa species
**Source:** Genes Nutr. 2016 Jul 11;11:21. doi: 10.1186/s12263-016-0534-2
**Supplement:** Additional file 2: Figure S1. — Feeding schedule of amino acid mixtures. VAAM, CAAM or water was orally administered five times once a day using a feeding tube. Daily administration was performed at 10:00. On the day of last administration, the food was removed and the mice were moved to clean cages at 8:00. The last treatments began at 10:00. At 4 hours after the last administration, the mice were euthanized by cervical dislocation and blood, liver, WAT and BAT were collected.

## Slide 1
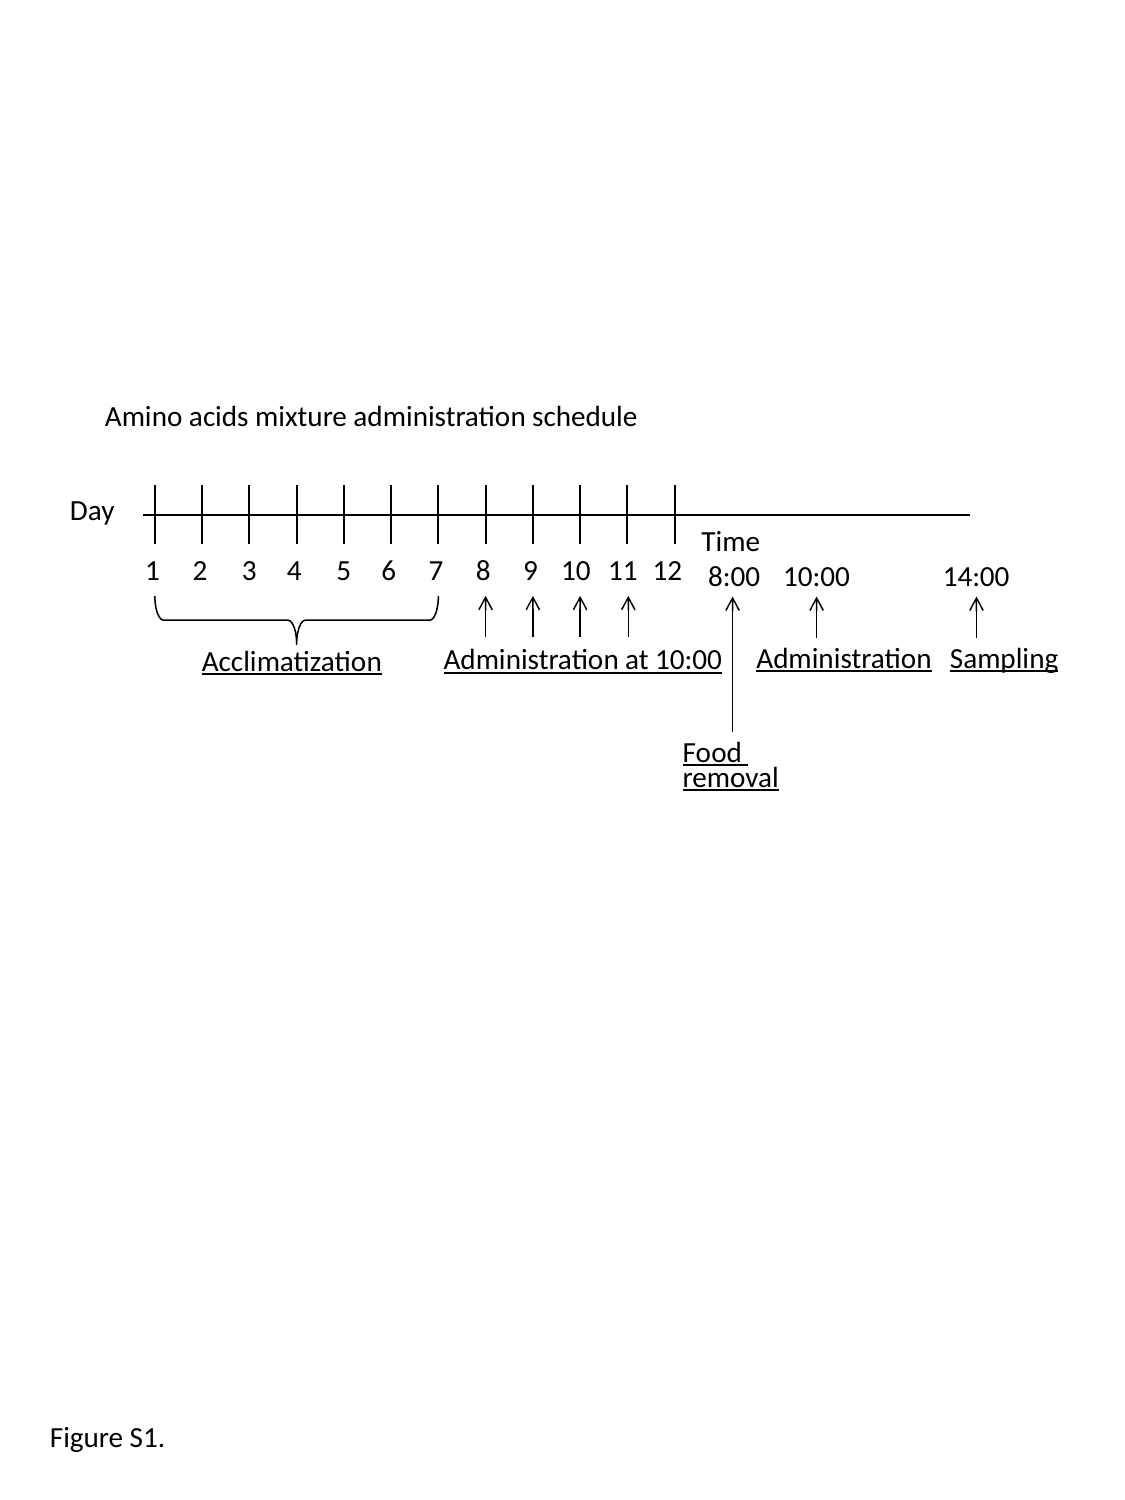

Amino acids mixture administration schedule
Day
1
2
3
4
5
6
7
8
9
10
11
12
Administration at 10:00
Acclimatization
Time
8:00
10:00
14:00
Administration
Sampling
Food
removal
Figure S1.

# Supplementary material for: Coordinated regulation of hepatic and adipose tissue transcriptomes by the oral administration of an amino acid mixture simulating the larval saliva of Vespa species
**Source:** Genes Nutr. 2016 Jul 11;11:21. doi: 10.1186/s12263-016-0534-2
**Supplement:** Additional file 3: Table S2. — Serum biomedical indices of mice administrated amino acid mixtures. The values are represented as the mean ± standard error of the mean (SEM).

| Table S2-Serum biochemical indices of mice administered amino acid mixtures | | | |
| --- | --- | --- | --- |
|  | Water (n=7) | VAAM (n=7) | CAAM (n=5) |
| Glucose (mg/dL) | 189 ± 11.5 | 187 ± 16.5 | 185 ± 6.30 |
| Total ketone body（μmol/L) | 434 ± 66.1 | 459 ± 113 | 625 ± 142 |
| Total lipid (mg/dL) | 491 ± 33.3 | 441 ± 15.2 | 483 ± 33.3 |
| Triglyceride (mg/dL) | 136 ± 13.0 | 110 ± 7.70 | 131 ± 9.50 |
| NEFA (mEq/L) | 1.30 ± 0.10 | 1.10 ± 0.10 | 1.20 ± 0.10 |
| Total Cholesterol (mg/dL) | 164 ± 11.3 | 156 ± 4.90 | 163 ± 12.0 |
| HDL cholestrerol (mg/dL) | 89.0 ± 5.70 | 85.3 ± 3.80 | 88.6 ± 6.50 |
| LDL cholesterol (mg/dL) | 13.1 ± 1.60 | 14.0 ± 2.00 | 11.6 ± 1.30 |
| Data are means ± SEM. | | | |

# Supplementary material for: Coordinated regulation of hepatic and adipose tissue transcriptomes by the oral administration of an amino acid mixture simulating the larval saliva of Vespa species
**Source:** Genes Nutr. 2016 Jul 11;11:21. doi: 10.1186/s12263-016-0534-2
**Supplement:** Additional file 6: Figure S2. — The relative hepatic mRNA expression levels of Elovl3, G6pc, and Pecr in VAAM, CAAM or Water group. Quantitative PCR analysis were performed to validate the expression of metabolic genes, Elovl3 (elongation of very long chain fatty acids like 3), Pecr (peroxisomal trans-2-enoyl-CoA reductase) and G6pc (glucose-6-phosphatase, catalytic subunit) in Water and VAAM or CAAM groups. *: p ≤ 0.05 by Dunnett’s test.

## Slide 1
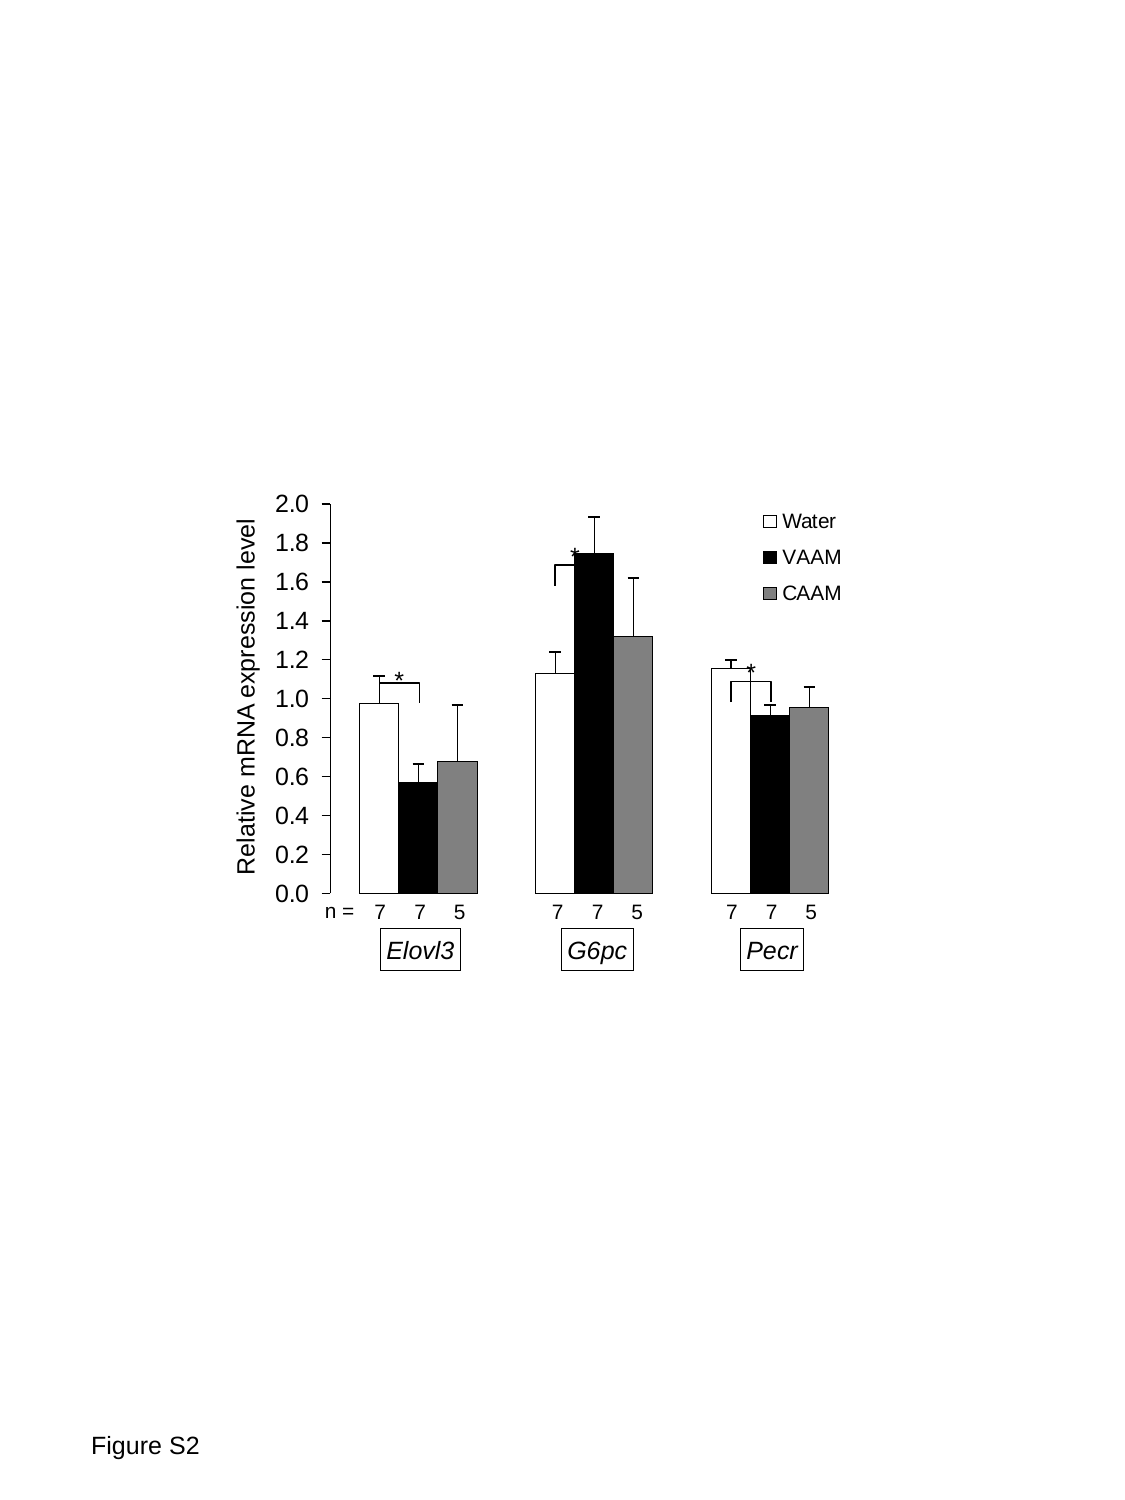

### Chart
| Category | Water | VAAM | CAAM |
|---|---|---|---|
| Elovl3 | 0.9752211 | 0.571822 | 0.6749822 |
| G6pc | 1.1279772857142858 | 1.7460982857142857 | 1.3196114 |
| Pecr | 1.1532197 | 0.9137066 | 0.9536899 |*
*
*
Relative mRNA expression level
n =
7
7
5
7
7
5
7
7
5
Elovl3
G6pc
Pecr
Figure S2

How the deposited data were processed for this re-analysis (not part of the article)

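RNA of 7 mice given water and 7 mice given VAAM was taken from the liver, WAT and BAT and measured on 42 Affymetrix mouse genome arrays, 14 per tissue. The authors summarized the arrays by the distribution free weighted method (DFW) in R, and the values used here are their deposited log2 values per probe set. The base of the logarithm is not stated and was taken as 2 from the range of the values. The paper's methods name R 2.7.1, and the submitters' processing notes name R 2.7.2. The DFW summary compresses the deviations between arrays by a factor that differs from probe set to probe set, so a difference of these values is not a fold change, and its size cannot be compared between probe sets or tissues. For this reason a test of the difference between tissues on the deposited scale is not interpretable as biology, and that test was also made on values scaled to unit SD.

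The table holds 45101 probe sets, of which 64 are controls and 45037 were tested without a filter on low values. Of these, 34945 name 1 gene, 932 several genes and 9160 no gene, which leaves 18193 genes. A gene was represented by the probe set with the highest mean in the tissue among those that name it alone, and genes that no probe set names alone were left out. Of 582 genes in the lists, 514 were matched. The arrays of the CAAM group were not analysed here, so genes regulated by VAAM alone and genes regulated oppositely by VAAM and CAAM could not be separated. The ontology and upstream regulator analyses of the paper were not repeated, and 49 lists (27 gene lists and 22 lists of cell type markers) were tested in their place.

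The groups were compared within each tissue with limma 3.58.1 in R 4.3.3, with the default prior and p adjusted by the Benjamini-Hochberg method, at 0.05. Rank products over the 49 pairs of a VAAM and a water array were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, with 50 permutations of the values within each array (20 where an array was left out) and a false discovery rate of 0.05. Exact permutation p values are two-sided and cover all splits of 14 mice into 7 and 7. Lists of at least 3 measured genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Camera compares a list with the other genes, and fry asks whether the genes of the list moved one way on balance, without a comparison with other genes, so its p is no check of a shift found by camera. Enrichment of lipid metabolism genes was tested with Fisher's exact test in scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Limma and rank products were tested on simulated data with 50 changed probe sets of each size. At a change of 3 SD, rank products recovered 96% in liver, 98% in WAT and 92% in BAT when all probe sets had equal spread, with 3, 1 and 3 false calls. Limma made 12, 8 and 12 false calls in its own simulated data, which are not to be set against those of rank products at equal spread. Rank products made many calls in simulated data with no difference when each probe set kept its own spread, as given beside the counts.

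The comparisons, the tests, the lists, the rule for named genes and the alternatives were fixed before the data were examined, except for those said in the closing section to have been chosen later. The rule named the genes of the paper's text, figure and tables (the 3 highest and 3 lowest of a long table), the 6 genes with the smallest p in each direction where fewer passed limma, and the highest and lowest genes of the lists. The paper's own tables had been seen when it was written. It ordered genes by their log2 difference, but they were ordered by the difference in SD once the compression of the scale had been seen. Alternatives were a block for the replicate number, the probe sets with means above the median alone, quantile normalization, a trend and a robust prior, array weights, gene means, 1 fit over all tissues, scaling to unit SD, the rank sum and leaving out each array. Added later were leaving out the arrays that stood apart, which are those with a score over 2.2 SD on 1 of the first 3 components, the scaled test between tissues, the exact permutation and the leaving out of arrays for lists, and fry as a further test for the number of lists, although fry itself had been fixed as a test beside camera. The limit of 2.2 was lowered after the scores had been seen.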

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

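The tests of the gene and marker lists and of the difference between tissues were planned, and the tests of that difference on scaled values, the count of list genes after quantile normalization, fry as a further test of the number of lists and the leaving out of arrays for lists were chosen after the results were seen.

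Of 354 groups of 7 mice tested for a single value far from the others, 44 (12.4%) had one, where chance gives about 1 in 20 (5%). The gap to the nearest other mouse, as a share of the range of the group, is given for each. In the liver, water mouse 1 was low for *Zdhhc19* (0.573) and high for *Hmgcs1* (0.696). Water mouse 6 was high for *Ass1* (0.642) and low for *Tpmt* (0.748). High values were those of *Fmo4* in water mouse 4 (0.581) and *Fabp7* in water mouse 3 (0.635), and *Aldh18a1* was low in water mouse 5 (0.602). *Wdr44* was low in VAAM mouse 7 (0.595), and in VAAM mouse 6 *Pecr* was low (0.765) and *Hadhb* high (0.768).

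In WAT, VAAM mouse 1 had 13 such values. It was high for *Cldn1* (0.854), *Cldn3* (0.747), *Cldn4* (0.914), *Cldn8* (0.899), *Defb15* (0.844) and the means of the epididymis markers (0.658) and the simple epithelium markers (0.63). It was low for *Csgalnact1* (0.651), *Scd1* (0.62), *Pcyt1a* (0.628), *Mogat1* (0.571), *Cdh5* (0.702) and *Tek* (0.716). Water mouse 1 was high for *Cldn4* (0.618), *Cldn8* (0.719), *Lcn5* (0.647), *Cds1* (0.59) and *Defb15* (0.795). Water mouse 7 was high for *Igll1* (0.587) and low for *Scd1* (0.642). VAAM mouse 7 was high for *Hspb3* (0.581) and *Dgat2* (0.586), VAAM mouse 4 for *Ptdss1* (0.668) and VAAM mouse 6 for the 3' minus 5' difference of *Gapdh* (0.768).

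In BAT, VAAM mouse 3 was high for *B3galt2* (0.607), *Pnp* (0.6) and *Impact* (0.601) and low for *Cox7a1* (0.703) and the 3' minus 5' difference of beta-actin (0.569). VAAM mouse 6 was high for *Sowahc* (0.595) and *Fosl2* (0.635) and low for *Casd1* (0.673). Water mouse 4 was low for *Sowahc* (0.616) and water mouse 3 for *Trim27* (0.651).

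The response to VAAM differed between tissues for 36 probe sets in WAT and liver, 28 in BAT and liver and 3 in BAT and WAT by limma on the deposited scale, and for 0 in each comparison after scaling to unit SD. Regroupings of the arrays within the tissues gave as many in 11, 14 and 47 of 100, the real one included. They gave up to 720, 519 and 754 probe sets, so chance cannot be excluded. These regroupings were set against the counts without a block for the mouse, although the tissues come from the same mice. With the mouse as a random block the real counts were 76, 36 and 4. Regroupings with several times the real count may reflect a structure of the samples, which was not tested.

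Beside the list of the cAMP and beta-adrenergic response, camera shifted 6 lists in WAT and 3 in BAT. After quantile normalization 17370 of 18193 genes of WAT and 15998 of those of BAT were lower, so a list that is lower after it is no evidence by itself. In WAT, 3 of the lists had more higher genes, and more lower genes after quantile normalization: T cell markers (8 of 9 higher, 1 after it, adjusted p 0.0101), immediate early genes (13 of 14 higher, 4 after it, adjusted p 0.0192) and one-carbon metabolism (11 of 14 higher, 1 after it, adjusted p 0.038). Lists with more lower genes were the markers of mesothelium (7 of 8, adjusted p 0.0121), endothelial cells (6 of 7, adjusted p 0.015) and fibroblasts and stroma (10 of 12, adjusted p 0.0398). With an estimated correlation the p values of these lists, in the same order, were 0.0765, 0.0272, 0.0134, 0.106, 0.0978 and 0.0931, and none passed adjustment. Those of fry were 0.148, 0.0542, 0.0304, 0.117, 0.158 and 0.183. Without VAAM mouse 1, whose array stood apart, the adjusted p values were 0.00159, 0.131, 0.131, 0.0209, 0.131 and 0.288. Leaving out 1 other array of WAT also ended calls: T cell markers without VAAM mouse 3 (0.0567) or 5 (0.087), immediate early genes without water mouse 6 (0.0676) or VAAM mouse 5 (0.137), mesothelium without water mouse 3 (0.0617) and endothelial cells without water mouse 6 (0.076). One-carbon metabolism lost its call without water mouse 3 (0.0954), 4 (0.0505), 5 (0.0637), 6 (0.0676) or 7 (0.0822) or VAAM mouse 2 (0.0798), 3 (0.0686) or 4 (0.0625), and fibroblasts and stroma without water mouse 1 (0.087), 2 (0.254), 3 (0.086) or 4 (0.15) or VAAM mouse 2 (0.0798) or 6 (0.0869). In BAT the lists were glycolysis (10 of 11 lower, adjusted p 0.0105, p 0.0134 with an estimated correlation, fry p 0.161), heat shock (10 of 11 higher, but 5 after quantile normalization, adjusted p 0.0105, p 0.0255 with an estimated correlation, fry p 0.0391) and fibroblasts and stroma (adjusted p 0.00867, p 0.244 with an estimated correlation, fry p 0.238). With the estimated correlation none of the 3 passed adjustment (0.289, 0.289 and 0.665). The arrays of VAAM mice 3 and 5 of BAT stood apart, and these mice had the highest means of the heat shock list, 0.983 and 1.20 SD. Without them the adjusted p values were 0.0449 for glycolysis, 0.191 for heat shock and 0.0977 for fibroblasts and stroma. Leaving out 1 array of BAT ended the call of glycolysis without water mouse 2 (0.0685) or VAAM mouse 6 (0.181), of heat shock without VAAM mouse 3 (0.13), and of fibroblasts and stroma without water mouse 2 (0.0838) or 4 (0.278) or VAAM mouse 3 (0.225), 4 (0.0807) or 7 (0.0806). No gene of these lists passed when adjusted over the list alone.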

How the results depend on the processing

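Some alternatives were chosen after the data had been seen. They were those without the arrays that stood apart, the scaled test between tissues and the scaled lipid count. Fry as a further test of the number of lists, the exact permutation of lists and the leaving out of arrays for lists were also chosen then. The number of arrays limits the precision of every count. Where a count or value moved, the cause was not tested unless it is named.

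By limma, 0 probe sets passed in WAT and BAT, and 0 in the liver, under trend and robust priors, array weights, gene means, the probe sets above the median of the means and without the arrays standing apart. The fit of all tissues together pools the spread of tissues that differ in it, and it called 326 higher and 365 lower in the liver, 67 and 62 in WAT and 101 and 214 in BAT. In the liver the replicate block gave 1 higher and quantile normalization 1 lower. Leaving out 1 array gave 0 to 4 higher and 0 to 1 lower in the liver, with 4 higher and 1 lower without water mouse 2 and 1 lower without VAAM mouse 5, and 0 to 0 in WAT and BAT.

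Rank products called fewer probe sets among the probe sets above the median of the means, which are fewer to test: 610 higher and 315 lower in the liver, 407 and 312 in WAT and 542 and 533 in BAT. After quantile normalization the counts were 759 and 314, 632 and 199, and 441 and 423. After scaling to unit SD they were 226 and 162, 36 and 40, and 101 and 49. By rank sum they were 193 and 40, 15 and 8, and 59 and 160. Over pairs by replicate block, 1060 were lower in WAT against 671. Without the arrays standing apart, 629 were higher in BAT against 977. Leaving out 1 array gave 945 to 1207 higher and 463 to 695 lower in the liver, 684 to 1019 and 441 to 758 in WAT, and 700 to 1008 and 830 to 979 in BAT. The lower count of WAT moved by over 1.5 times without water mouse 3 (441) and water mouse 4 (445).

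Whether the replicate numbers pair the mice stays open. Same-numbered arrays of the 2 groups correlated over 0.1 in 2, 3 and 2 of 7 pairs of liver, WAT and BAT. The lowest correlations were −0.128, −0.079 and −0.191 and the highest 0.136, 0.478 and 0.174. The medians were 0.032, 0.067 and 0.037, against −0.001, 0.011 and −0.01 for the other pairs. In liver, WAT and BAT, 2, 5 and 5 arrays correlated best with their own number. With the mouse as a random block, 76 probe sets responded differently in WAT and liver against 36. After scaling to unit SD, in a test without a block, 0 did in WAT and liver, 0 in BAT and liver and 0 in BAT and WAT.

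Of the 49 lists, 1 was shifted in the liver, 7 in WAT and 4 in BAT by camera. With an estimated correlation, by fry and by exact permutation of arrays the counts were 0 in each tissue. Fry makes no comparison with other genes, so its counts and its p values below are no check of a camera shift. With gene means the counts by camera were 2 in the liver and 2 in BAT. Among the probe sets above the median of the means they were 2 in the liver and 4 in WAT. Without the arrays standing apart they were 10 in the liver and 4 in WAT. Leaving out 1 array gave 1 to 10 in the liver, 3 to 10 in WAT and 2 to 8 in BAT. The liver count was 2 without water mouse 1, 3, 4, 6 or 7 or VAAM mouse 1, 3 without VAAM mouse 7, 4 without VAAM mouse 2 or 4, 5 without water mouse 2 or VAAM mouse 5, 6 without water mouse 5 and 10 without VAAM mouse 6. Of these 10, beta-oxidation was lower (0.00253), and each of the others had an adjusted p of 0.0432. Among the others, omega-oxidation, PPAR alpha targets and nerve markers were lower. The lists of the cAMP, insulin and TGF beta responses, immediate early genes and the markers of endothelial cells and macrophages were higher. Insulin represses some genes of its list, so that direction is not one of insulin activity. The WAT count was 3 without water mouse 3 and 4 without water mouse 6 or VAAM mouse 1, and that of BAT was 8 without water mouse 1 or VAAM mouse 2 and 2 without water mouse 2 or VAAM mouse 3. For the cAMP and beta-adrenergic response, the adjusted p in the liver was 0.0136, and 0.245 with an estimated correlation, 0.302 by fry and 0.444 by exact permutation, in a range from 0.00251. Leaving out 1 array gave 0.000495 to 0.0432. In WAT it was 0.0101, and 0.444, 0.961 and 0.939 in the same order, in a range from 0.000208, and leaving out 1 array gave 0.000612 to 0.0548, the highest without water mouse 3, which ended the call. In BAT it was 1.34e-05, and 0.289, 0.289 and 0.257, in a range from 6.87e-08, and leaving out 1 array gave 1.23e-07 to 0.000874. The odds ratio of lipid metabolism genes was 11.04, and 1.8 for genes with an unadjusted limma p under 0.01 and 0 for rank products scaled to unit SD.

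Of 159 named genes, quantile normalization left 83 on the same side of the test, made 39 weaker and turned the sign of 26 that had an unadjusted limma p under 0.05 or a call by rank products. Over all genes it moved the median difference from −0.05 to −0.34 SD in the liver, from 0 to −0.47 in WAT and from 0.02 to −0.21 in BAT. A turn to negative goes with this common shift and does not by itself decide about a single gene. In the liver quantile normalization gave *Wdr44* −0.87, *Cyb5r1* −0.07, *Fmo4* −0.13, *Ski* −0.55 and *Slc27a5* 0.53. In WAT it gave *Noc4l* −0.39, *Igll1* −0.58, *Rfpl4* −0.44, *A330023F24Rik* −0.62, *Efna3* −0.75, *Hspb3* −0.66, *Pisd* −0.27, *Mogat1* −0.04, *Sik1* −0.21, *Mat1a* −0.66, *Mthfd1* −0.26, *Cd4* −0.49 and *Egr3* −0.46. In BAT it gave *Calml3* −0.06, *Casd1* −0.25, *Sowahc* −0.03, *Zfp119b* −0.07, *Impact* −0.1, *Adipoq* −0.33, *Bag3* −0.15 and *Cox7a1* 0.2. Gene means turned *Abcb8* of the liver to 0.59 and left 138 of the 159 genes on the same side, array weights 149 and the replicate block 144.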

Differences from the paper's values

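The numbers of genes called by rank products in the VAAM group lay within 1.5 times of those in Fig. 1b in all 6 comparisons. In the liver 813 genes were called higher and 450 lower, against about 780 and about 370 in Fig. 1b, read by eye. In WAT 613 and 473 were called, against about 600 and about 440 in Fig. 1b, read by eye, and in BAT 643 and 736, against about 560 and about 650 in Fig. 1b, read by eye. Of the alternatives set before the data were examined, leaving out each array gave counts within 1.5 times in all 6 comparisons, the replicate block in 5 and quantile normalization in 2. The probe sets above the median of the means, scaling to unit SD and the rank sum did so in 0. By limma, which the paper did not use, 0 probe sets were called in each tissue.

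In Fig. 3d, 14 of 17 measured genes had the direction drawn. *Prodh* is drawn up and stood at −0.75 SD, and at −0.03 after quantile normalization. *Aldh18a1* is drawn up and stood at −0.11, and at 0.22 after quantile normalization, 0.17 with array weights and 0.97 as the mean of its probe sets. *Oat* is drawn down and stood at 0.09, and at −0.23 after quantile normalization and −0.11 with array weights. In Fig. 3e, 25 of 27 measured genes had the direction drawn. *Scd1* is drawn up and stood at −0.24, and at 0.04 with array weights and 0.1 as the mean of its probe sets, and *Lipg* is drawn up and stood near 0, and at 0.52 as the mean of its probe sets. In BAT, where 5 of 6 measured genes of the text had the direction of Table S6, *Gsk3b* is down in the table and stood at 0.79, and at −0.26 after quantile normalization and −0.82 as the mean of its probe sets, of which 2 were called lower by rank products.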

Other observations

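The tests of the patterns below were all planned before their results were seen, apart from the counts after quantile normalization, fry as a further test of the number of lists and the leaving out of arrays for lists, which were chosen after the results were seen.

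In the liver of the VAAM mice, 9 of 9 macrophage markers had higher means, and 8 after quantile normalization, with *Lyz2* (+1.00 ± 0.572) and *Mrc1* (+0.87 ± 0.563) highest (camera adjusted p 0.0615, p 0.215 with an estimated correlation of 0.49, fry p 0.215). The adjusted p was 0.0389, 0.0361 and 0.0496 without water mouse 2, 3 or 5. It was 0.0352, 0.0195 and 0.0432 without VAAM mouse 1, 2 or 6, of which the array of VAAM mouse 6 stood apart. Of 7 endothelial markers, 6 were higher, and 3 after quantile normalization (camera adjusted p 0.0615, p 0.016 with an estimated correlation, fry p 0.139). When adjusted over the list alone, 1 of them passed. The camera adjusted p of the endothelial markers was 0.0389 and 0.0496 without water mouse 2 or 5. It was 0.0208, 0.0432 and 0.0143 without VAAM mouse 5, 6 or 7. All 5 Kupffer cell markers were higher, before and after quantile normalization (camera adjusted p 0.235). Of 20 acute phase genes, 18 were higher, and 11 after quantile normalization, with *Apcs* (+1.19 ± 0.587) highest (camera adjusted p 0.0615, p 0.0847 with an estimated correlation, fry p 0.21). Their adjusted p was 0.0389, 0.00677 and 0.0496 without water mouse 2, 4 or 5, and 0.0233 and 0.0143 without VAAM mouse 2 or 7. Of 21 genes of the respiratory chain, 15 were lower, and 11 after quantile normalization (camera adjusted p 0.0898, and 0.044 without VAAM mouse 4; over all arrays p 0.0203 with an estimated correlation, fry p 0.154). Of the liver's markers of other tissues, 12 of 13 of skeletal muscle, 3 of 3 of nerve and 11 of 12 of the epididymis had lower means (camera adjusted p 0.112, 0.11 and 0.126, that of nerve 0.0432 without VAAM mouse 6; over all arrays p 0.0353, 0.0395 and 0.0434 with an estimated correlation, fry p 0.00767, 0.0306 and 0.0258). After quantile normalization 4861 of all 18193 genes of the liver were higher and 13332 lower.

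In WAT, *Mat1a* (+1.91 ± 0.661) was the highest gene of one-carbon metabolism, *Cd4* (+1.32 ± 0.599) that of the T cell markers and *Egr3* (+1.65 ± 0.632) that of the immediate early genes, and the sign of each turned after quantile normalization. *Msln* (−1.20 ± 0.588) was the lowest mesothelium marker, and *Cdh5* (−1.13 ± 0.582) the lowest endothelial one. In BAT, *Pgk1* (−1.32 ± 0.599) was the lowest glycolysis gene and *Bag3* (+1.29 ± 0.596) the highest heat shock gene, which turned negative after quantile normalization.

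Of the probe sets called by rank products, 95.1% in the liver, 97.7% in WAT and 96% in BAT lay in the tenth with the largest SD within groups, and 134, 79 and 171 probe sets were called higher and lower at once. Splits of the same mice gave as many calls in 27, 70 and 26 of 100, the real one included, with up to 2958, 3601 and 2504 against 1870, 1577 and 2009, so chance cannot be excluded. After scaling to unit SD this held for 7, 47 and 13 of 100 splits, with up to 1065, 627 and 384 against 388, 76 and 150. These large counts may reflect a structure of the samples, which was not tested. The odds ratio of lipid metabolism genes was as large as 11.04 in 89 of 100 splits, the real one included, up to 19.94, so a large spread of these genes between mice may account for the enrichment. An effect of VAAM smaller than this spread stays open.

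The claudin genes of WAT that rank products called followed the markers of epididymis and simple epithelium within the groups, with a median Spearman correlation of 0.78 over 8 claudins (from −0.52 to 0.86) and 20 markers, from which the claudins were left out. Of the epididymis markers, *Gpx5* had means of 9.92 and 10.29 in the water and VAAM groups, and *Lcn8* of 9.66 and 9.41. Those of *Lcn5* were 7.28 and 12.72, and those of *Defb15* 6.50 and 6.88. The groups differed by −0.12 SD for *Lcn8* (exact p 0.909) and by +2.16 SD for *Lcn5* (exact p 0.00175). For *Defb15* the difference was +0.85 SD (exact p 0.0035, unadjusted limma p 0.128). How much of these markers WAT cells express was not tested. As for VAAM as the cause, 0 claudins had an unadjusted limma p under 0.05. A candidate explanation is epididymal or other epithelial tissue in some WAT samples, in amounts that differ between mice. The paper's text does not name the WAT depot.

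The genes of the BAT terms of negative regulation were set against RNA quality and other tissues. The 35 lower genes had a median correlation of 0.02 with the 3' minus 5' difference of the controls, and single genes went both ways, from −0.36 to 0.63. That difference had means of −0.22628 in both groups for *Gapdh* (exact p 0.698) and of 1.10174 in both for beta-actin (exact p 0.981), so no sign of a 3' bias of the labelled RNA was seen, but with genes that go both ways it stays open. The 70 higher genes had a median correlation of −0.03 with skeletal muscle markers, 0.07 with T cell markers and 0.21 with stroma markers, so skeletal muscle, lymphoid or stromal tissue and an effect of VAAM cannot be told apart for them with 14 arrays.

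The number of shifted lists was as large in 89, 34 and 45 of 100 splits for liver, WAT and BAT, the real one included, with up to 11, 16 and 13 against 1, 7 and 4, so chance cannot be excluded for these counts. Splits with several times the real count may reflect a structure of the samples, which was not tested. By limma the real count was 0 in each tissue, which no split can fall below (100, 100 and 100 of 100 splits), so the splits say nothing about it; the highest other splits gave 81, 3 and 1 probe sets.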
